# Small RNA-mediated genetic switches coordinate ALG-3/4 small RNA pathway function

**DOI:** 10.1093/nar/gkae586

**Published:** 2024-07-05

**Authors:** Trilotma Sen, Cara McCormick, Alicia K Rogers

## Abstract

Coordination of gene regulatory networks is necessary for proper execution of cellular programs throughout development. RNA interference (RNAi) is an essential regulatory mechanism in all metazoans. Proper RNAi-mediated gene regulation requires coordination of several RNAi branches to ensure homeostasis. For example, in *Caenorhabditis elegans*, the Argonautes, ALG-3 and ALG-4, are expressed specifically during spermatogenesis (L4 stage) and bind small interfering RNAs (siRNAs) complementary to sperm-enriched genes. We find that *alg-3* and *alg-4* are regulated by siRNAs. Our work shows that gene switches are operated via these siRNAs to regulate the Argonautes’ expression in a temporal manner. This RNAi-to-RNAi regulatory cascade is essential for coordinating ALG-3/4 pathway function, particularly during heat stress, to provide thermotolerant sperm-based fertility. This work provides insight into one regulatory motif used to maintain RNAi homeostasis, across developmental stages, despite environmental stressors. As RNAi pathways are evolutionarily conserved, other species likely use similar regulatory architectures to maintain RNAi homeostasis.

## Introduction

Perturbations to gene regulatory networks caused by routine environmental or genetic stressors can have catastrophic effects on physiological processes, such as fertility. In hermaphroditic *Caenorhabditis elegans*, the same germline tissue sequentially completes spermatogenesis and oogenesis during discrete windows of developmental time (the last larval stage (L4) and adult stage, respectively) (1). While spermatogenesis and oogenesis are temporally separated, sperm and oocytes are derived from mitotically replicating nuclei at the distal tip of the gonadal arms, which undergo meiosis as they progress through the germline towards the proximal end of the gonad (2). Thus, proper coordination of the gene regulatory networks that govern the switch from spermatogenesis to oogenesis within the *C. elegans* germline is essential for determining germ cell fate and maintaining the animal's oocyte- and sperm-based fertility (3–16).

RNA interference (RNAi) is an evolutionarily conserved gene regulatory mechanism responsible for coordinating endogenous gene expression in a temporal and cell specific manner throughout development in all animals. Furthermore, RNAi pathways safeguard the germline genome's integrity from transposons and protect germ cell identity through maintenance of chromatin states. Thus, RNAi plays a crucial role in fertility. Key components of RNAi pathways are RNA-induced silencing complexes (RISC), which are made up of an Argonaute (AGO) protein and its associated small RNA. The small RNAs, typically ∼20–30 nucleotides (nt) in length, guide AGOs to target transcripts to initiate either transcriptional or post-transcriptional silencing (17–23). There are three main classes of small RNAs – microRNAs, small-interfering RNAs (siRNAs), and Piwi-interacting RNAs (piRNAs). In *C. elegans*, two populations of siRNAs, 26G-RNAs and 22G-RNAs, are categorized based on their size, mechanism of biogenesis, and AGO co-factors. 26G-RNAs are dependent on Dicer and the enhancer of RNAi (*eri*) class of genes for their biogenesis and are 26 nt in length with a 5′ guanine (G) (24–26). These 26G-RNAs form complexes with specific AGOs to form ‘primary’ RISC that recognize target transcripts (27,28). Recognition by primary RISC then triggers RNA-dependent RNA polymerase (RdRP)-mediated amplification of ‘secondary’ siRNAs from the target transcript. These secondary siRNAs are 22 nt in length with a 5′ G (22G-RNAs) and can be complexed into ‘secondary’ RISC. Amplification of 22G-RNAs is critical for maintaining robust target regulation and can occur in both a *mutator* complex-dependent or independent manner. The *mutator* complex is nucleated around the intrinsically disordered protein, MUT-16, and is housed within perinuclear germ granules called *Mutator* foci, which sit adjacent to P granules, the perinuclear hubs for RISC-mediated mRNA surveillance (17,18,21,22,29).

There are several distinct branches of RNAi whose components localize to P granules (ALG-3/4, CSR-1, ERGO-1, PRG-1 and RDE-1). Each RNAi pathway branch is defined by the primary and secondary RISC it uses, their mechanism of action on targets, and the branch's dependency on the *mutator* complex for production of 22G-RNAs. The ERGO-1, PRG-1 and RDE-1 RNAi branches use *mutator* complex-dependent 22G-RNA amplification, whereas the ALG-3/4 and CSR-1 branches utilize the RdRP, EGO-1, to achieve *mutator*-independent 22G-RNA amplification (29–31). Each RNAi branch regulates a distinct set of target genes. For example, the ALG-3/4 and CSR-1 pathways have been shown to be essential for balancing RNAi-mediated positive and negative regulation to control appropriate expression levels of spermatogenesis-enriched genes during the narrow timeframe of the L4 developmental stage (24,25,30,32–38). Maintenance of homeostasis between the distinct, yet interdependent, RNAi pathway branches is critical for appropriate gene regulation, however, many questions remain about the molecular mechanisms that ensure RNAi homeostasis.

Mutations in factors of the different RNAi branches can lead to a temperature-sensitive loss of fertility, termed the mortal germline phenotype (*mrt*), that manifests at differing generations (17,25,29,39–42). When *C. elegans* are grown at elevated temperature, the undifferentiated germ cells that give rise to mature sperm and oocytes are constitutively exposed to heat stress during the transition from the L4 stage and adult stage, thus *mrt* phenotypes can be caused by loss of oocyte-based fertility, loss of sperm-based fertility, or both. For example, animals with a null mutation in the core component of the *mutator* complex, MUT-16, exhibit both oocyte- and sperm-based *mrt* phenotypes when exposed to heat stress (31,39). The oogenesis-based effect of *mut-16* manifests after three generations at elevated temperature (25ºC), whereas the spermatogenesis-based effect of *mut-16* results in sterility after only one generation of heat stress (39). The germ cells of these sterile adult *mut-16(pk710)* mutant hermaphrodites exhibit abnormal P granule formation, indicating *Mutator*-dependent small RNAs play a key role in maintaining the integrity of RNAi pathways within the P granule, particularly at elevated temperature (39). However, the molecular and physiological defects that trigger the immediate onset of heat stress-induced sperm-based sterility in *mut-16* mutants remained unknown.

Here, we demonstrate that MUT-16, and thus *mutator* complex-dependent small RNA amplification, is required to properly coordinate and restrict the *mutator*-independent ALG-3/4 pathway function to the L4 developmental stage, particularly during stress. We leveraged comparative bioinformatic analyses on mRNA and small RNA changes in L4 and adult *mut-16* mutant and wild-type hermaphroditic animals cultured at permissive (20ºC) and elevated (25ºC) temperatures. We found sperm-enriched genes, which largely overlapped with ALG-3/4 pathway targets, are developmentally dysregulated in a small RNA-dependent manner in heat stressed *mut-16* mutant hermaphrodites. Further analyses revealed MUT-16 regulates expression of *alg-3* and *alg-4* across developmental stages during heat stress. Aberrant expression of the AGOs correlated with changes in 22G-RNA and 26G-RNA levels mapping to *alg-3* and *alg-4*. Additionally, we found the sperm-based sterility observed in heat stressed *mut-16* mutants is the consequence of severe spermiogenesis defects that phenocopy heat stressed *alg-3; alg-4* double mutants. Together, these results reveal an RNAi-to-RNAi regulatory cascade in which *mutator*-dependent RNAi pathways engage siRNA-mediated gene switches to coordinate *alg-3* and *alg-4* expression during the appropriate developmental timeframe. Thus, *mutator* complex-dependent small RNAs are essential for maintaining appropriate ALG-3/4 pathway function during stress, despite amplification of 22G-RNAs from ALG-3/4-targeted transcripts relying on EGO-1, and not the *mutator* complex.

## Materials and methods

### C. elegans strains

Unless otherwise stated, worms were grown at 20ºC on NGM plates seeded with OP50-1 *Escherichia coli* according to standard conditions (43). All strains are in the N2 background. Strains used include:

- N2 – wild-type.
- NL1810 – *mut-16(pk710) I*.
- BS553 – *fog-2(oz40) V*.
- DUP75 – *pgl-1(sam33[pgl-1::GFP::3xFLAG]) IV*.
- USC1252 – *mut-16(pk710) I; pgl-1(sam33[pgl-1::GFP::3xFLAG]) IV*.
- USC1092 – *alg-3(cmp153[GFP + loxP + 3xFLAG::alg-3]) IV*.
- RAK138 – *mut-16(pk710) I; alg-3(cmp153[GFP + loxP + 3xFLAG::alg-3]) IV*.
- JMC207 – *alg-4(tor143[GFP::3xFLAG::alg-4]) III*.
- RAK139 – *mut-16(pk710) I; alg-4(tor143[GFP::3xFLAG::alg-4]) III*.

### Male induction

L4s were plated on NGM plates and incubated at 30ºC for 4, 5 and 6 h then placed at 20ºC to recover. In the broods, males were isolated and mated with young adult hermaphrodites to maintain increased incidences of males within the populations.

### Mating brood size assay

Synchronized L1s of *fog-2(oz40)*, *pgl-1::GFP::3xFLAG*, *mut-16(pk710)*, and *mut-16(pk710); pgl-1::GFP::3xFLAG* male-containing populations were plated on NGM plates and cultured at 20ºC or 25ºC for a single generation. Mating plates were set up using individual L4 hermaphrodites of *fog-2(oz40)* or *mut-16(pk710)* grown at 20ºC or 25ºC and individual males of *pgl-1::GFP::3xFLAG* or *mut-16(pk710); pgl-1::GFP::3xFLAG* grown at 20ºC or 25ºC (ten plates per cross per temperature). Expression of PGL-1::GFP::3xFLAG was used to distinguish cross-progeny from the hermaphrodite's self-progeny. The number of GFP-expressing eggs laid were counted for each hermaphrodite.

### Fluorescence microscopy

Synchronized L1s were plated on NGM plates and cultured at 20°C and 25°C. Males were isolated as L4s and allowed to develop to adulthood for 24 h in the absence of hermaphrodites (to prevent mating). Whole animals were fixed in pre-chilled (–20ºC) methanol for 5 min then washed twice in 1xPBST before being incubated in 0.17 mg/ml DAPI solution in PBST for 15 min, followed by three washes in 1xPBST. Imaging was performed on an AxioImager.M2 (Zeiss) using a Plan-Apochromat 63×/1.4-oil immersion objective. For sperm counting, z-stacks were processed using FIJI (44,45) and a projection of the stack with sperm in different planes were pseudocolored using the hyperstacks temporal-color code function. The multipoint tool in FIJI was then used to count the post-meiotic sperm in each male. The stack projection was pseudo-colored using Adobe Photoshop. Post-meiotic sperm were counted for 5 biological replicates per genotype per condition. For GFP::3xFLAG::ALG-3 and GFP::3xFLAG::ALG-4 images, Z-stacks were acquired and pseudo-colored using Adobe Photoshop.

### Spicule morphology assay

Synchronized L1s of wild-type and *mut-16(pk710)* worms were plated on NGM plates and cultured at 20°C and 25°C. Males were collected as adults (∼68 h at 20°C and ∼48 h at 25°C) and were live imaged in M9 buffer. Imaging was performed on an AxioImager.M2 (Zeiss) using a Plan-Apochromat 63×/1.4-oil immersion objective. One spicule per tail was scored for spicule morphology (non-crumpled or crumpled) and spicule length. Spicule length was measured in FIJI using the line and measure tools (44,45). Between 40 and 51 spicules were assayed per genotype per temperature condition.

### RNA extraction

Synchronized L1s of wild-type and *mut-16(pk710)* worms were plated on enriched peptone plates and cultured at 20°C and 25°C. 8000 animals per sample were harvested as L4s (∼56 h at 20°C and ∼39 h at 25°C) for RNA extraction. Worms were washed off plates using water and then settled on ice to form a pellet. Water was aspirated off and worm pellets were resuspended in 1ml TRIzol reagent (Life Technologies) and freeze-thawed on dry ice followed by vortexing. Worm carcasses were pelleted using centrifugation and the supernatant containing RNA was collected. 0.2 volume chloroform was added to supernatant, vortexed, centrifuged, and then the aqueous phase was transferred to a new tube. Samples were precipitated using isopropanol and rehydrated in 50 μl nuclease-free H_2_O.

### mRNA-seq library preparation

Nuclease-free H_2_O was added to 7.5 μg of each total RNA sample, extracted from whole animals to a final volume of 100 μl. Samples were incubated at 65°C for 2 min then incubated on ice. The Dynabeads mRNA Purification Kit (ThermoFisher 61006) was used according to the manufacturer's protocol. 20μl of Dynabeads was used for each sample. 100ng of each mRNA sample was used to prepare libraries with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB E7760S) according to the manual, using NEBNext multiplex oligos for Illumina (NEB E7335S). Library quality was assessed (Agilent BioAnalyzer Chip) and concentration was determined using the Qubit 1× dsDNA HS Assay kit (ThermoFisher Q33231). Libraries were sequenced on the Illumina NextSeq500 (SE 75-bp reads) platform. Two biological replicates were generated for wild-type (N2) and *mut-16(pk710)* mutants cultured at 20°C and 25°C.

### Small RNA library preparation

Small RNAs (18- to 30-nt) were size selected on denaturing 15% polyacrylamide gels (Bio-Rad 3450091) from total RNA samples. Small RNAs were treated with 5′ RNA polyphosphatase (Epicenter RP8092H) and ligated to 3′ pre-adenylated adapter with Truncated T4 RNA ligase (NEB M0373L). Small RNAs were then hybridized to the reverse transcription primer, ligated to the 5′ adapter with T4 RNA ligase (NEB M0204L), and reverse transcribed with Superscript III (Thermo Fisher 18080–051) before being amplified using Q5 High-Fidelity DNA polymerase (NEB M0491L) and size selected on a 10% polyacrylamide gel (Bio-Rad 3450051). Library quality was assessed (Agilent BioAnalyzer Chip) and concentration was determined using the Qubit 1× dsDNA HS Assay kit (ThermoFisher Q33231). Libraries were sequenced on the Illumina NextSeq500 (SE 75-bp reads) platform. Two biological replicates were generated for wild-type (N2) and *mut-16(pk710)* mutants cultured at 20°C and 25°C.

### cDNA preparation and qRT-PCR

RNA samples were DNAse treated using DNAse I, Amplification Grade (Invitrogen 18068015), and reverse transcribed with SuperScript IV Reverse Transcriptase (Invitrogen 18090050), following manufacturers’ protocols. All Real time PCR reactions were performed using the PowerTrack SYBR Green Master Mix (Applied Biosystems A46109) and run on the QuantStudio 3 Real-Time PCR System (Applied Biosystems A28567). Samples were run with three technical replicates and three biological replicates and normalized to *rpl-32*. Primers used are listed in Supplemental Table S2. qRT-PCR Ct values are provided in the Source Data.

### *In vitro* sperm activation assay

Synchronized L1s of wild-type and *mut-16(pk710)* worms were plated on NGM plates and cultured at 20°C and 25°C. L4 males of wild-type and *mut-16(pk710)* worms were isolated on NGM plates without hermaphrodites and allowed to develop into adults at 20ºC and 25ºC for 24 h. 10–15 males were dissected in 15 μl sperm buffer (50mM HEPES, 50 mM NaCl, 25mM KCl, 5 mM CaCl_2_, 1 mM MgSO_4_, 0.1% BSA) with or without 400 ng/ml Pronase E (Millipore Sigma P8811) as described previously (46). Tails were nicked off to release the sperm, and the slides were incubated in a hybridization chamber for 15 min before a coverslip was mounted. Sperm were imaged on an AxioImager.M2 (Zeiss) using a Plan-Apochromat 63×/1.4-oil immersion objective. Pseudopod formation was scored for 200 sperm per genotype per temperature condition. Source Data is provided for pseudopod formation.

### Western blots

Synchronized L1s *C. elegans* were plated on NGM plates and cultured at 20°C and 25°C. For sample collection, animals were harvested as L4s (∼56 h at 20°C and ∼39 h at 25°C) and young adults (∼65 h at 20ºC and ∼47 h at 25ºC). Worms were washed off plates using water and then centrifuged. Worm pellets were resuspended in 2× SB buffer (20% glycerol, 12 mM Tris pH 6.8, 4% SDS, 1% bromophenol blue, 5% BME) and incubated at 95°C for 10 min, vortexing three times. Equal volume of each sample was loaded into 4–12% Bis–Tris polyacrylamide gels (Invitrogen NW04122BOX), transferred to nitrocellulose membranes (Invitrogen LC20001), blocked in 5% milk in PBST, and probed with anti-FLAG 1:1000 [M2 clone] (Sigma-Aldrich F1804) and anti-Tubulin 1:500 (Sigma-Aldrich T9026). Secondary HRP-conjugated anti-mouse IgG 1:10 000 (Abcam A16078) was used. To visualize, the membrane was treated with Super Signal West Pico PLUS Chemiluminescent Substrate (Thermo Scientific 34580) and imaged with a ChemiDoc MP Imaging System (Biorad). Quantification for relative density of band on western blots were performed using Image Lab Software (Biorad). Source Data is provided for western blots.

### Bioinformatic analysis of mRNA-seq and small RNA-seq libraries

For small RNA libraries, sequences were parsed from adapters using Cutadapt v.4.1(47) (options: -a TGGAATTCTCGGGTGCCAAGG -m 17 –nextseq-trim = 20 –max-n 2) and mapped to the *C. elegans* genome, WS258, using HISAT2 v.2.2.1(48) (options: -q -k 11 -t -p 8) and the transcriptome using Salmonv.1.9.0 (47) (default options). Differential expression analysis was performed using DESeq2 v.1.38.0 (48). Reads per million were plotted along the WS258 genome using Integrative Genomics Viewer 2.12.3 (49).

For mRNA libraries, sequences were parsed from adapters using Cutadapt v.4.1 (50) (options: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -m 17 –nextseq-trim = 20 –max-n 2) and mapped to the *C. elegans* genome, WS258, using HISAT2 v.2.2.1 (51) (options: -q -k 11 -t -p 8) and the transcriptome using Salmonv.1.9.0 (47) (default options). Differential expression analysis was performed using DESeq2 v.1.38.0 (48). A log_2_(fold change) >1 or less than –1 and an adjusted *P*-value ≤0.05 was used as a cutoff to identify up- and down-regulated genes in the DESeq2 output. Reads per million were plotted along the WS258 genome using Integrative Genomics Viewer 2.12.3 (49). Tissue enrichment analysis was performed using reference gene lists from WormExp (52,53).

Enrichment analyses used gene lists for RNAi pathways known to target sperm genes (CSR-1 target genes, ALG-3/4 target genes, ERGO-1 target genes and PRG-1 target genes), previously identified *mutator* target genes, or germline enriched genes (spermatogenesis-enriched genes, oogenesis-enriched genes, sex-neutral genes), and soma-enriched genes previously shown to be aberrantly expressed in heat-stressed *mut-16* mutant adults (muscle-enriched genes and neuron-enriched genes) (29,31,32,39,54–60). Additional data analysis was done using R, Excel and Python. Sequencing data is summarized in Supplemental Table S1. Principal Component Analysis and hierarchical clustering of global correlation coefficients between samples heat map analyses for mRNA and small RNA sequencing libraries used were performed with deepTools (61) and are provided in Supplemental Figures S6 and S7.

### Statistical analysis of qPCR reactions

For each qPCR experiment, *n* = 3 biological replicates, with three technical replicates, for each condition were examined. Statistical parameters, including log_2_(fold change), normalized as indicated, standard deviation, and statistical significance are reported in the figures.

## Results

### Differentially expressed genes in heat stressed *mut-16* mutant L4s are enriched for sperm genes

To further understand the temperature-sensitive loss of sperm-based fertility in *mut-16* mutants, we sought to identify the mRNA expression changes that occur in heat-stressed hermaphrodites during the L4 developmental stage, when spermatogenesis should occur. To this end, we extracted total RNA from synchronized L4 wild-type and *mut-16* mutant hermaphrodites cultured at 20ºC and 25ºC for a single generation and generated mRNA-seq libraries and size selected small RNA-seq libraries. 

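The 8 L4 mRNA-seq libraries, with 2 biological replicates for each genotype and temperature, were analysed here from the values deposited by the authors, and the small RNA-seq libraries were not used here. Wild-type (N2) animals and *mut-16(pk710)* mutants were harvested as L4s, about 56 h after plating at 20ºC and about 39 h after plating at 25ºC, so that temperature and harvest time change together. The paper gives 8000 animals per sample, and the sample records also give 10000. RNA came from whole animals, was selected for polyadenylated transcripts and was sequenced from directional libraries. The authors quantified the trimmed reads on the WS258 transcriptome with Salmon and summed the estimates over the transcripts of each gene, which gives unscaled expected counts, and neither the paper nor the sample records state whether the counting used the strand. Between 9914054 and 13227929 expected counts were assigned per library, with a median of 11495917 in wild-type at 20ºC, 11628285 in wild-type at 25ºC, 11233376 in *mut-16* mutants at 20ºC and 12752241 in *mut-16* mutants at 25ºC. Ribosomal RNA took between 9.83% and 14.3% of each total. For differential expression, the expected counts were rounded, genes with low counts were removed with edgeR's filterByExpr (minimum count of 10), and the 13972 genes left were scaled by TMM and fitted with the quasi-likelihood model of edgeR, with all 4 groups in the same model. A gene was called up- or down-regulated at the paper's cutoff, an absolute log2(fold change) above 1 and a Benjamini-Hochberg adjusted p of at most 0.05. With 2 libraries against 2, an exact permutation test on a single gene cannot give a two-sided p below 0.33, so the calls rest on an estimate of the spread that is shared across genes and groups.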

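The *mut-16* gene itself (B0379.3, chromosome I from 10080159 to 10085765 in the Ensembl release 115 annotation of WBcel235) was used as a check of the genotypes. It had between 229 and 340 expected counts in the wild-type libraries and between 55 and 105 in the mutant libraries. The log2(fold change) of *mut-16* in the mutant compared to wild-type was −2.0 at 20ºC (standard error 0.18, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.64 at 25ºC (standard error 0.18, adjusted p = 3.4e-05). With each library left out in turn, it stayed between −2.20 and −1.81 at 20ºC and between −1.7 and −1.56 at 25ºC. At 25ºC compared to 20ºC, 740 genes were up-regulated and 585 down-regulated in wild-type, and 638 were up-regulated and 252 down-regulated in *mut-16* mutants. The mutation at 20ºC was accompanied by 214 up-regulated and 424 down-regulated genes, and the mutation at 25ºC by 441 and 1209. Between *mut-16* mutants at 25ºC and wild-type at 20ºC, 579 genes were up-regulated and 1204 down-regulated. Among the alternatives tried, a test against a log2(fold change) of 1 (edgeR's glmTreat) lowered these counts most, to 249 up-regulated and 106 down-regulated genes for heat stress in wild-type. Scaling the libraries by their total count alone moved the median log2(fold change) of all genes for heat stress in wild-type to −0.25, and the up-regulated share of the called genes in that comparison was 31.9% with this scaling and 55.8% with TMM.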

We used differential expression analyses to identify genes whose mRNA levels changed due to elevated temperature (25ºC), the *mut-16* mutation, and the combination of both. 

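Of the 638 genes up-regulated in *mut-16* mutants at 25ºC compared to 20ºC, 353 were also up-regulated and 4 down-regulated by heat stress in wild-type, and the *mut-16* mutation at 20ºC up-regulated 24 and down-regulated 125. Of the 252 down-regulated genes, 90 were also down-regulated and 1 up-regulated by heat stress in wild-type, and the mutation at 20ºC down-regulated 22 and up-regulated 15. Leaving out every gene called in either direction in either of these comparisons left 209 genes up-regulated and 141 down-regulated exclusively in *mut-16* mutants at 25ºC. With calls from a test against a log2(fold change) of 1, the lists held 82 and 18 genes, and with *mut-16* mutants at 25ºC against wild-type at 20ºC in place of the comparison within the mutant they held 148 and 841. The median log2(fold change) of the lists in *mut-16* mutants was 1.45 and −1.36, and these medians did not change when the 33 up-regulated and 8 down-regulated genes whose lower group had at most 3 counts in each library were set to their bound. Exclusive membership is no test of a difference between the genotypes. The interaction of genotype and temperature had an adjusted p of at most 0.05 for 24 of the 209 genes (11.5%) and for 24 of the 141 genes (17.0%).

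Among exclusively up-regulated genes with a mean of at least 1 CPM and no overlap between the libraries of the 2 mutant groups, T06D4.1 (chromosome II, 3381830 to 3384025) had the largest log2(fold change) in *mut-16* mutants, 2.95 (standard error 0.54, adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *col-36* at 2.77, *clec-138* at 2.52, B0207.5 at 2.47 and B0035.7 at 2.46. Single libraries moved *col-36*, which was at 3.70 without *mut-16* 20ºC replicate 2, B0207.5, which was at 3.97 without *mut-16* 20ºC replicate 1 and at 1.59 without *mut-16* 20ºC replicate 2, and B0035.7, which was at 1.59 without *mut-16* 25ºC replicate 1. Among exclusively down-regulated genes, K07F5.8 (chromosome IV, 9848485 to 9849724) was at least 7.02-fold lower at 25ºC (adjusted p = 0.0015), and its heat effect differed between the genotypes (interaction adjusted p = 0.034). The pseudogene C48D1.7 followed at −2.98, a value that was −6.98 without *mut-16* 25ºC replicate 1 and −1.96 without *mut-16* 25ºC replicate 2. C47E12.12 was at −2.72 (interaction adjusted p = 0.019). With all libraries, *clec-117* was at least 6.45-fold lower by its counts (interaction adjusted p = 0.037). Its fitted log2(fold change) was −2.35 without *mut-16* 20ºC replicate 1, a smaller drop than that bound. *erp-44.3* was at −2.60, or −3.48 without *mut-16* 25ºC replicate 2.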

Then, we established a list of genes that were significantly up- or down-regulated (425 and 81 genes, respectively) exclusively in *mut-16* mutants cultured at 25ºC, omitting any genes with differential expression due to heat stress or the *mut-16* mutation alone.

Our prior work in adult *mut-16* hermaphrodites indicated that heat stress induces aberrant expression of sperm-enriched and somatic genes, and reduced expression of oogenesis-enriched and sex-neutral germline genes, within the germline (39). To determine if similar changes in gene expression correlated with heat stress in L4 and adult *mut-16* mutants, we assessed the enrichment of germline-specific (sperm-enriched, oogenesis-enriched, and sex-neutral) genes and somatic (muscle and neuronal) genes. In contrast to our previous findings, the 425 genes up-regulated exclusively in *mut-16* mutant L4 hermaphrodites cultured at 25ºC were slightly enriched for oogenesis and sex-neutral germline genes but not somatic (muscle and neuronal) or spermatogenesis genes (Figure 1A, Supplementary Figure S1A and B). 

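The published gene lists of the paper were not used here, and sets were instead defined by gene class or by named members. They included 20 oocyte and eggshell genes (*oma-1*, *oma-2*, *rme-2*, *puf-5* and others), 11 mitotic germline and P granule genes, 12 muscle genes, 16 neuron genes, the major sperm protein family and the sperm-named classes *spe*, *fer*, *ssp*, *ssq*, *sss* and *msd*. Among the exclusively up-regulated genes, 8 of the oocyte and eggshell genes were found (*chs-1*, *egg-1*, *egg-5*, *oma-1*, *oma-2*, *perm-2*, *puf-3* and *puf-11*), against 0.299 expected by chance (odds ratio 45.6, two-sided Fisher's exact test, p = 2.4e-10, adjusted p = 7.1e-09 over 30 tests). No tested gene of the mitotic germline, muscle, neuron, major sperm protein or sperm-named sets was among them, where chance gives 0.165, 0.180, 0.224, 0.449 and 0.628. In *mut-16* mutants at 25ºC compared to 20ºC, the median log2(fold change) of the oocyte and eggshell genes was 1.04, with 20 of 20 genes higher (adjusted p = 1.1e-11 from camera), and it stayed between 0.94 and 1.18 with each library left out. This rise started from a lower level, since the set's median in the mutant compared to wild-type at 20ºC was −0.87, with 19 of 20 genes lower. In the mutant at 25ºC the median was 0.20 compared to wild-type at 20ºC (adjusted p = 0.15 from camera). Compared to wild-type at 25ºC it was 0.33 (adjusted p = 0.018 from camera). Between the temperatures in the mutant, the muscle genes had a median of −0.28 with 3 of 12 higher (adjusted p = 0.068 from camera). The neuron genes had a median of −0.08 with 6 of 15 tested genes higher (adjusted p = 0.67 from camera). The mitotic germline set had a median of −0.06 (adjusted p = 0.99). *myo-3* (chromosome V, 12226817 to 12234343), a muscle myosin, had 611 ± 84.9 CPM at 20ºC and 491 ± 26.7 at 25ºC in *mut-16* mutants (SD, n = 2), a log2(fold change) of −0.32 (standard error 0.13, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *myo-3* value was −0.18 without *mut-16* 20ºC replicate 2. The neuronal gene *rab-3* had a log2(fold change) of −0.24 (standard error 0.16, adjusted p = 0.39). Camera was run with a preset correlation between genes of 0.01, and with the correlation estimated from the data no set in any comparison had an adjusted p of at most 0.05. The rotation test fry kept the calls of the cuticle collagens in both heat comparisons, of the sperm sets in *mut-16* mutants at 25ºC compared to wild-type at either temperature, and not those of the oocyte set or of the sperm sets between the temperatures in the mutant.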

We confirmed somatic (muscle and neuronal) genes are not up-regulated in L4 *mut-16* mutants using qRT-PCR (Supplementary Figure S1C). This suggests aberrant expression of somatic genes within the germline is specific to the loss of germ cell fate in adult heat-stressed *mut-16* mutants.

**Figure 1.**
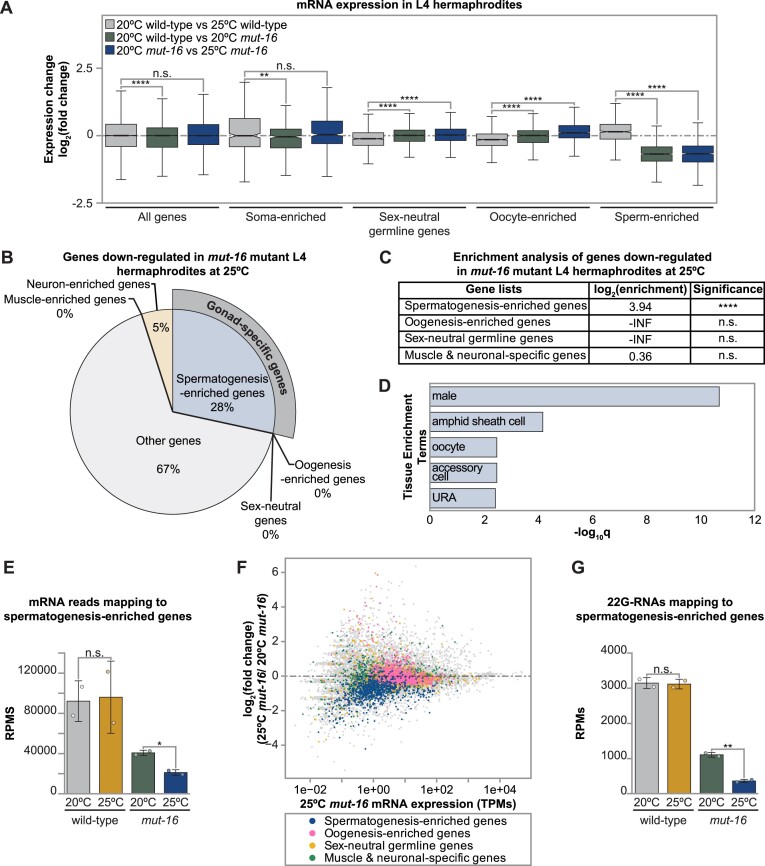
Differentially expressed genes in heat stressed *mut-16* mutant L4s are enriched for sperm genes. (**A**) Box plots depicting mRNA expression change for published enriched gene sets, in log_2_(fold change), for comparisons between wild-type L4 hermaphrodites cultured at 20ºC and 25ºC (gray), wild-type and *mut-16* mutant L4 hermaphrodites cultured at 20ºC (green), and *mut-16* mutant L4 hermaphrodites cultured at 20ºC and 25ºC (blue). Notches indicate the 95% confidence interval of the median, bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represented the most extreme data points within 1.5 times the interquartile range, excluding outliers. Wilcoxon tests were performed to determine statistical significance between the log_2_(fold change) upon heat stress in wild-type L4s compared to the log_2_(fold change) due to the *mut-16* mutation and due to the *mut-16* mutation at 25°C, and *p* values were adjusted for multiple comparisons. (**B**) Percentage of gonad-specific and non-gonad-specific genes represented in the genes down-regulated exclusively in *mut-16* mutant L4s at 25°C. (**C**) Enrichment analysis for spermatogenesis, oogenesis, sex-neutral genes, and muscle-specific and neuronal-specific genes amongst the genes down-regulated during heat stress in *mut-16* mutants. Two-tailed *p* values for enrichment or depletion were calculated using the Fisher's exact test function in R. -INF indicates there were no down-regulated genes overlapping with the gene list. (**D**) Tissue enrichment analysis was performed using WormExp (log_10_Q ≥ 2 and FDR < 0.05) for genes down-regulated exclusively in *mut-16* mutants at 25°C. (**E**) mRNA transcripts mapping to spermatogenesis-enriched genes are counted, in reads per million (RPMs), for wild-type and *mut-16* mutant L4 animals cultured at 20°C and 25°C. (**F**) Shown is difference in expression (log_2_(fold change)) for genes in *mut-16* mutants at 25ºC compared to *mut-16* mutants at 20ºC plotted according to the average abundance of normalized reads (in transcripts per million (TPMs)) in libraries from *mut-16* mutant L4 hermaphrodites grown at 25ºC. Each dot represents a gene, with sperm-enriched genes highlighted in blue, oogenesis-enriched genes highlighted in pink, sex-neutral germline genes highlighted in yellow, and muscle and neuronal genes highlighted in green. (**G**) 22G-RNAs mapping to spermatogenesis-enriched genes are counted, in reads per million (RPMs), for wild-type and *mut-16* mutant L4 hermaphrodites cultured at 20°C and 25°C. (A–G) For each genotype and condition, two biological replicates were sequenced. (E, G) Bar graphs represent the mean with dots representing summed RPMs for biological replicates and error bars indicating standard deviation. Two-tailed Welch's *t*-tests were performed to determine statistical significance. (A, C, E, G) n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, ** indicates a *P*-value ≤ 0.01, *** indicates a *P*-value ≤ 0.001, and **** indicates a *P*-value ≤ 0.0001.

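The 141 genes down-regulated exclusively in *mut-16* mutants at 25ºC held 4 of the 30 tested major sperm protein genes, *msp-45*, *msp-50*, *msp-63* and *msp-152*, where chance gives 0.303 (odds ratio 15.5, two-sided Fisher's exact test, p = 2.2e-04, adjusted p = 0.0022 over 30 tests). The members of this family are close paralogs, so reads can have been divided between them by the authors' quantification. Of the 42 tested genes with sperm-related names, *spe-11* alone was in the list, against 0.424 expected (odds ratio 2.40, two-sided Fisher's exact test, p = 0.35, adjusted p = 1). Neither the oocyte and eggshell set nor the muscle or neuron set had a gene in the list, with 0.202, 0.121 and 0.151 expected.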

Surprisingly, our analyses indicated sperm genes were enriched amongst the genes down-regulated exclusively in heat stressed *mut-16* mutant L4 hermaphrodites, who should be undergoing spermatogenesis (Figure 1B and C). Tissue enrichment analysis indicated these down-regulated genes are typically expressed in the male tissues of *C. elegans* (Figure 1D). Next, we assessed the mRNA levels of all spermatogenesis-enriched genes in L4 hermaphrodites. We found that heat stress alone does not significantly impact the expression of spermatogenesis-enriched genes in wild-type L4 hermaphrodites (Figure 1E). However, sperm gene transcript levels are significantly down-regulated in L4 *mut-16* mutant hermaphrodites compared to wild-type animals at 20ºC (Figure 1A and E). 

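RPM values were summed over 31 major sperm protein genes and over 47 genes of the sperm-named classes in each library, with the library's total expected counts as the denominator. In wild-type, the major sperm protein family had 1736 ± 514 RPM at 20ºC and 2137 ± 349 RPM at 25ºC (SD, n = 2). This was a log2 ratio of 0.30, and the replicates of the groups overlapped (exact permutation test, two-sided p = 0.667). The sperm-named classes had 743 ± 52.4 RPM at 20ºC and 838 ± 180 RPM at 25ºC, a log2 ratio of 0.17 (exact permutation test, two-sided p = 0.667). With TMM-scaled totals as the denominator, the log2 ratios were 0.55 and 0.42 and the libraries did not overlap for either set (exact permutation test, two-sided p = 0.33). Across the 30 tested major sperm protein genes, the median log2(fold change) upon heat stress in wild-type was 0.51, with 23 genes higher (adjusted p = 0.0045 from camera). With camera's correlation estimated from the data, the adjusted p was 0.88. The median was 0.87 without wild-type 20ºC replicate 1 and 0.28 without wild-type 20ºC replicate 2. For the sperm-named classes the median was 0.22 (adjusted p = 0.079 from camera). It rose to 0.47 without wild-type 25ºC replicate 1, fell to 0.0080 without wild-type 25ºC replicate 2, and was −0.021 with total-count scaling.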

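In *mut-16* mutants at 20ºC, the summed expression was 873 ± 141 RPM for the major sperm protein family and 390 ± 23.5 RPM for the sperm-named classes (SD, n = 2), which is 50.3% and 52.6% of the wild-type level at the same temperature. The log2 ratios were −0.99 and −0.93, and both mutant libraries were below both wild-type libraries (exact permutation test, two-sided p = 0.33, the smallest p that 2 libraries against 2 allow). Of the 30 tested major sperm protein genes, 30 were lower in the mutant, with a median log2(fold change) of −1.0 (adjusted p = 2.3e-23 from camera). Without wild-type 20ºC replicate 1, this median was −0.66. The median of the sperm-named classes was −0.77, with 36 of 42 genes lower (adjusted p = 1.3e-10 from camera). With camera's correlation estimated from the data, the adjusted p of both sets was 0.48. In the same comparison, 19 of 20 oocyte and eggshell genes (median −0.87) and 7 of 7 vitellogenin and *col-19* genes (median −1.38) were lower too, while 8 of 12 muscle genes were higher. A different point within the L4 stage can therefore not be separated from the genotype for the sperm genes at 20ºC.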

The reduction of sperm gene expression in L4 hermaphroditic *mut-16* mutants was further exacerbated by heat stress (Figure 1A, E and F). 

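In *mut-16* mutants at 25ºC, the summed expression was 455 ± 18.4 RPM for the major sperm protein family and 283 ± 16.7 RPM for the sperm-named classes (SD, n = 2), or 52.1% and 72.4% of the level in the mutant at 20ºC. The log2 ratios were −0.94 and −0.47, and neither set's libraries overlapped between the temperatures (exact permutation test, two-sided p = 0.33). By gene, 30 of 30 tested major sperm protein genes were lower at 25ºC, with a median log2(fold change) of −0.93 (adjusted p = 4.1e-18 from camera), which lay between −1.14 and −0.74 with each library left out. The sperm-named classes had a median of −0.58, with 37 of 42 genes lower (adjusted p = 7.1e-05 from camera). With camera's correlation estimated from the data, the adjusted p of the 2 sets was 0.48 and 0.64. The heat effect in *mut-16* mutants minus that in wild-type was tested as an interaction, with a median of −1.42 for the major sperm protein family and −0.81 for the sperm-named classes (adjusted p = 5.3e-37 and 8.4e-11 from camera). These p-values rest on the preset correlation between genes of 0.01. Estimated from the data, the correlation was 0.72 and 0.33, and camera's adjusted p for the interaction was then 0.39 and 0.48. Compared to wild-type at 25ºC, the mutant at 25ºC had 21.3% of the summed RPM of the major sperm protein family and 33.8% of that of the sperm-named classes. From the lower sperm gene expression in *mut-16* L4s and its earlier finding of higher sperm gene expression in *mut-16* adults, the paper concludes that the effect of *mut-16* on sperm genes depends on the developmental stage.

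**Figure D1:**
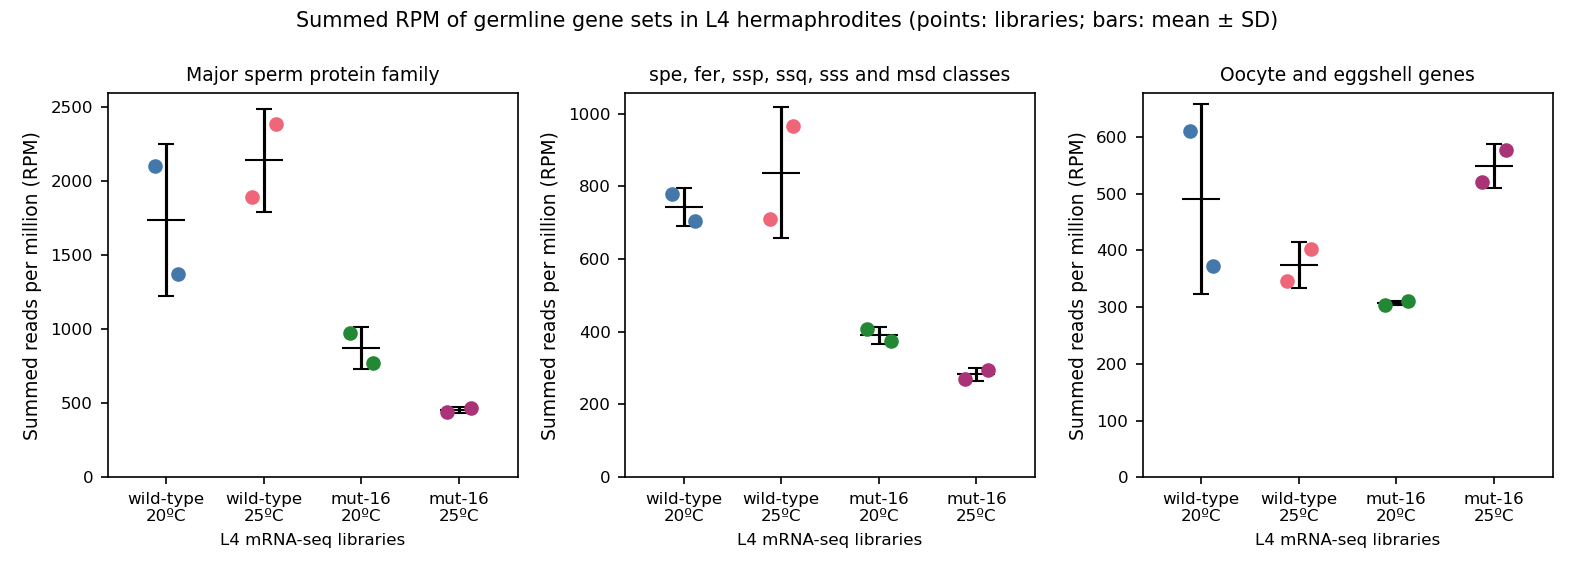
Summed RPM (vertical axes, from 0) of 31 major sperm protein genes, 47 genes of the sperm-named classes and 20 oocyte and eggshell genes in the 4 groups of L4 hermaphrodites. Each point is a library and the bars give the mean ± SD (n = 2). The major sperm protein family lies between 442 and 468 RPM in the *mut-16* libraries at 25ºC and between 773 and 973 RPM in those at 20ºC.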

We corroborated this using qRT-PCR (Supplementary Figure S1D). The finding that sperm gene expression is reduced in *mut-16* mutant L4s contrasts with our previous observation that the *mut-16* mutation leads to up-regulation of sperm genes in the germline of adult animals (39) and indicates the effect of *mut-16* on sperm gene regulation depends on the animal's developmental stage.

Our previous work found that increased expression of spermatogenesis genes in hermaphrodite adults is independently triggered by heat stress and loss of MUT-16-dependent 22G-RNAs (39). To determine whether the altered expression of spermatogenesis genes in *mut-16* L4 hermaphrodites occurred in a small RNA-dependent manner, we assessed 22G-RNA levels mapping to all sperm genes. We found that elevated temperature does not alter 22G-RNA levels mapping to sperm genes in wild-type L4 hermaphrodites (Figure 1G). However, disruption of the *mutator* complex in *mut-16* mutants does trigger a reduction in 22G-RNA-targeting of sperm gene transcripts, which was further exacerbated by heat stress (Figure 1G). These data indicate that during the L4 developmental stage, the expression of spermatogenesis genes is susceptible to perturbations in MUT-16-dependent 22G-RNA small RNA populations. Furthermore, growth at elevated temperature exacerbates the effect of the *mut-16* mutation, suggesting that MUT-16-dependent small RNA amplification plays a role in mitigating the effects of heat stress on sperm gene expression. Moving forward in our study of the temperature-sensitive sperm-based fertility, we focused on the genes down-regulated exclusively in *mut-16* mutant L4 hermaphrodites grown at elevated temperature (25ºC).

### ALG-3/4 pathway targets are enriched amongst genes down-regulated in heat stressed *mut-16* mutant L4s

As several RNAi pathway branches (ALG-3/4, ERGO-1, CSR-1 and PRG-1) are known to target sperm genes, we assessed the enrichment of different branches’ targets amongst the 81 genes down-regulated exclusively in *mut-16* mutant L4 hermaphrodites at 25ºC. Surprisingly, the down-regulated genes were not enriched for targets of endogenous RNAi pathways that rely on the *mutator* complex for 22G-RNA amplification (ERGO-1 and PRG-1), but rather for targets of the *mutator* complex-independent ALG-3/4 and CSR-1 pathways (Figure 2A). The previously established ALG-3/4 pathway targets and CSR-1 pathway targets overlap considerably (798 CSR-1 and ALG-3/4 regulated targets, Supplementary Figure S2A), so we looked more closely at the CSR-1 pathway targets present in the list of genes down-regulated specifically in *mut-16* mutants at 25ºC. We found that most of them (17 out of 22 genes) are also annotated as ALG-3/4 pathway targets, indicating targets unique to the CSR-1 pathway are not enriched amongst the genes down-regulated exclusively in *mut-16* mutant L4 hermaphrodites at 25ºC. 26 of the 81 genes down- regulated exclusively in *mut-16* mutant L4 hermaphrodites at 25ºC are annotated as ALG-3/4 pathway targets. There is a small subset of *C. elegans* genes that are annotated as targets of both *mutator*-dependent 22G-RNAs (ERGO-1-class, WAGO-class, and PRG-1-class) and ALG-3/4 (Supplementary Figure S2A); however, these genes are not amongst the list of genes down-regulated specifically in heat stressed *mut-16* mutant L4 hermaphrodites.

**Figure 2.**
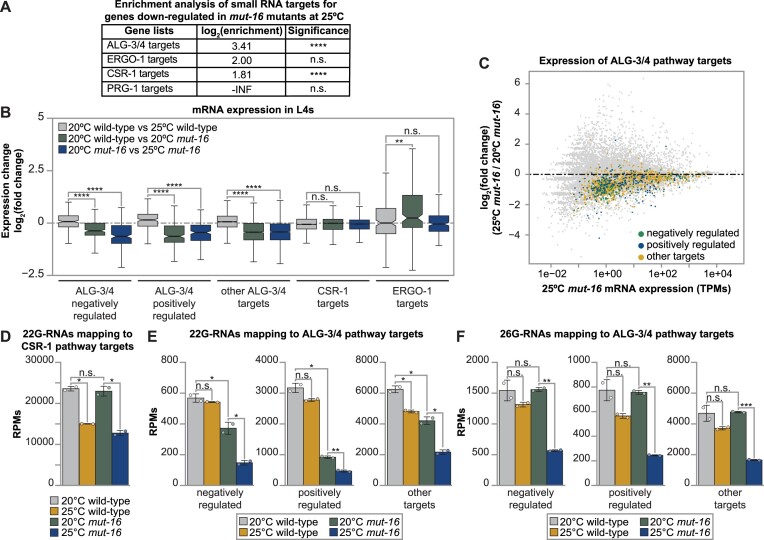
ALG-3/4 pathway targets are enriched amongst genes down-regulated in heat stressed *mut-16* mutant L4s. (**A**) Enrichment analysis for ALG-3/4, ERGO-1, CSR-1 and piRNA pathway targets amongst the genes down-regulated during heat stress in *mut-16* mutants is shown. Two-tailed *p* values for enrichment or depletion were calculated using the Fisher's exact test function in R. -INF indicates there were no down-regulated genes overlapping with the gene list. (**B**) Comparison of expression changes in wild-type L4s cultured at 20ºC compared to wild-type L4s cultured at 25ºC (gray), wild-type L4s cultured at 20ºC compared to *mut-16* mutant L4s cultured at 20ºC (green), and *mut-16* mutant L4s cultured at 20ºC compared to *mut-16* mutant L4s cultured at 25ºC (blue) for published ALG-3/4 pathway and CSR-1 pathway target gene lists. Notches indicate the 95% confidence interval of the median, bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represented the most extreme data points within 1.5 times the interquartile range, excluding outliers. Wilcoxon tests were performed to determine statistical significance between the log_2_(fold change) upon heat stress in wild-type L4s compared to the log_2_(fold change) due to the *mut-16* mutation and due to the *mut-16* mutation at 25°C, and *P* values were adjusted for multiple comparisons. (**C**) Shown is difference in expression (log_2_(fold change)) for genes in *mut-16* mutants at 25ºC compared to *mut-16* mutants at 20ºC plotted according to the average abundance of normalized reads (in transcripts per million (TPMs)) in libraries from *mut-16* mutant L4 hermaphrodites grown at 25ºC. Each dot represents a gene, with negatively regulated ALG-3/4 pathway targets (green), positively regulated ALG-3/4 pathway targets (blue), and other ALG-3/4 pathway targets (gold) highlighted. (**D**) 22G-RNAs mapping to CSR-1 pathway target genes, (**E**) 22G-RNAs mapping to negatively regulated, positively regulated, and other ALG-3/4 pathway target genes, and (**F**) 26G-RNAs mapping to negatively regulated, positively regulated, and other ALG-3/4 pathway target genes are counted, in reads per million (RPMs), for wild-type and *mut-16* mutant L4 hermaphrodites cultured at 20°C and 25°C. (A–F) For each genotype and condition, two biological replicates were sequenced. (D–F) Bar graphs represent the mean with dots representing summed RPMs for biological replicates and error bars indicating standard deviation. Two-tailed Welch's *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, ** indicates a *P*-value ≤ 0.01, *** indicates a *P*-value ≤ 0.001 and **** indicates a *P*-value ≤ 0.0001.

As the *mutator* complex does not canonically function in the ALG-3/4 pathway, or the downstream CSR-1 pathway, we next characterized the impact of heat stress, loss of the *mutator* complex, and the combination of both on these pathways’ targets. ALG-3/4 pathway targets can be classified by the effect of ALG-3/4-targeting on their expression: some are negatively regulated by ALG-3/4 while others are positively regulated, and some targets can be immunoprecipitated with ALG-3/4 but do not have altered expression in *alg-3/4* mutants (32). We assessed the mRNA levels of all genes categorized as negatively regulated ALG-3/4 targets, positively regulated ALG-3/4 targets, ‘other’ ALG-3/4 pathway targets, CSR-1 pathway targets, and ERGO-1 pathway targets (204, 214, 988, 3599 and 288 genes, respectively) in wild-type and *mut-16* mutant L4 hermaphrodites. We found the *mut-16* mutation results in overall reduced expression for the three groups of ALG-3/4 targets (Figure 2B). Elevated temperature (25ºC) further exacerbates the effect of the *mut-16* mutation on all three ALG-3/4 pathway target groups in L4 hermaphrodites (Figure 2B and C). ALG-3/4 pathway targets were also significantly depleted from the list of genes exclusively up-regulated in *mut-16* mutant L4 hermaphrodites at 25ºC, further corroborating the negative effect of the *mut-16* mutation on their expression during heat stress (Supplementary Figure S2B and C). Overall expression of CSR-1 pathway targets was not significantly affected by heat stress, the *mut-16* mutation, or the combination of both (Figure 2B). This is not surprising because despite 27% of the genes exclusively down-regulated in heat-stressed *mut-16* mutant L4 hermaphrodites being annotated as CSR-1 targets or overlapping CSR-1 and ALG-3/4 targets, those genes represent only 0.6% of all CSR-1 targets (Supplementary Figure S2A). Further, ERGO-1 pathway targets, which were not significantly enriched amongst the down-regulated genes, showed no significant change in mRNA levels in the heat stressed *mut-16* mutants (Figure 2B). Together, these data suggest the ALG-3/4 pathway is the major contributor to the small RNA-mediated effect on sperm genes in *mut-16* mutant L4 animals raised at 25ºC.

Next, we assessed changes in small RNAs mapping to targets of the *mutator* complex-independent ALG-3/4 and CSR-1 pathways. As expected, 22G-RNA levels mapping to the CSR-1 pathway targets were not impacted by loss of *mut-16* (Figure 2D). However, heat stress triggered loss of 22G-RNAs mapping to CSR-1 targets in wild-type and *mut-16* mutant animals, suggesting CSR-1-loaded 22G-RNAs are susceptible to elevated temperature (Figure 2D). In contrast, 22G-RNAs mapping to ALG-3/4 targets were not significantly affected by heat stress in wild-type L4 animals (Figure 2E). Yet, the *mut-16* mutation caused moderate to severe reduction in 22G-RNAs mapping to the three ALG-3/4 target groups (Figure 2E). The combination of heat stress and loss of *mutator* complex-dependent 22G-RNA amplification had an additive effect, resulting in severely reduced numbers of 22G-RNAs mapping to ALG-3/4 targets in heat-stressed *mut-16* mutant L4 hermaphrodites (Figure 2E). As ALG-3/4 bind 26G-RNAs, we examined the levels of the 26G-RNAs mapping to the three ALG-3/4 target groups. We found that neither heat stress nor the *mut-16* mutation alone led to a significant loss of 26G-RNAs mapping to the three groups of ALG-3/4 targets (Figure 2F). However, the combination of heat stress and the *mut-16* mutation did trigger a severe loss of 26G-RNAs mapping to all three ALG-3/4 target groups (Figure 2F). Our analyses indicate that 22G-RNAs targeting CSR-1 and ALG-3/4 pathway targets are susceptible to heat stress. While it has been previously observed that 22G-RNAs mapping to some ALG-3/4 targets are depleted in *mut-16* mutant adult hermaphrodites at 20ºC (31), this is the first evidence indicating the *mutator* complex is critical for maintaining 22G- and 26G-RNA levels mapping to ALG-3/4 targets during the L4 stage, when the ALG-3/4 pathway functions. Together, our differential expression analyses indicate that MUT-16 plays a role in maintaining homeostatic levels of 22G-RNAs and 26G-RNAs mapping to ALG-3/4 pathway targets and appropriate L4-stage expression of ALG-3/4 targets, particularly during heat stress.

### *Mutator* complex-dependent small RNAs regulate *alg-3* and *alg-4* expression during heat stress

It should be noted that 22G-RNAs are impacted in *mut-16* mutants at 20ºC and 25ºC, whereas 26G-RNAs mapping to ALG-3/4 pathway targets are specifically affected in the heat-stressed *mut-16* mutants. One possible explanation is the effect on 26G-RNAs is a consequence of reduced 22G-RNAs in the heat-stressed *mut-16* mutants. Previously, it was proposed that initiation of ALG-3/4 26G-RNA production relies on the presence of CSR-1-loaded 22G-RNAs inherited from the previous generation (32). Thus, disrupting 22G-RNA levels would impact the feed-forward mechanism required to amplify ALG-3/4-class 26G-RNAs. Another possibility that we explore here is reduced expression of the AGOs that load the 26G-RNAs driving decreased production and/or stability of the 26G-RNAs in heat-stressed *mut-16* mutants. To this end, we assessed the expression of known ALG-3/4 pathway factors. 

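The 12 ALG-3/4 pathway factors plotted in Figure 3A were tested together in the L4 mRNA-seq libraries. *alg-3* (T22B3.2, chromosome IV from 11704246 to 11708264, 12 exons) had 11.08 ± 0.0723 TMM-normalized CPM in *mut-16* mutants at 20ºC and 5.93 ± 0.0626 at 25ºC (SD, n = 2). Its log2(fold change) upon heat stress in the mutant was −0.90 (standard error 0.25, adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −0.93 and −0.89 with each library left out. The expected counts of *alg-3* and its paralog *alg-4* were whole numbers in every library, which argues against reads divided between these 2 genes. *alg-4* (ZK757.3, chromosome III from 9887209 to 9891424, 12 exons) had 13.9 ± 4.26 CPM in the mutant at 20ºC and 8.15 ± 1.22 at 25ºC, a log2(fold change) of −0.79 (standard error 0.24, adjusted p = 0.051). The *alg-4* value was −0.43 without *mut-16* 20ºC replicate 2 and −1.05 without *mut-16* 20ºC replicate 1. With DESeq2 in place of edgeR its adjusted p was 0.027, and over the alternatives set before the data were seen the adjusted p lay between 0.0012 and 0.0502, above 0.05 only with at least 10 counts in every library. With DESeq2 on the 4 libraries of this comparison, an alternative chosen after seeing the data, it was 0.072. Of the 12 factors, *alg-3* alone had an adjusted p of at most 0.05 over all genes tested, and adjusted over the list alone *alg-3* and *alg-4* did. The other 10 factors had log2(fold change) values between −0.23 and 0.41. In wild-type the log2(fold change) upon heat stress was 0.30 for *alg-3* (adjusted p = 0.37) and 0.25 for *alg-4* (adjusted p = 0.48). Both values changed sign without wild-type 25ºC replicate 2, to −0.19 and −0.06. The interaction of genotype and temperature was −1.2 for *alg-3* (standard error 0.33, adjusted p = 0.067) and −1.03 for *alg-4* (standard error 0.33, adjusted p = 0.11), and over the list alone the adjusted p was 0.034 and 0.043. It was −0.71 for *alg-3* without wild-type 25ºC replicate 2 and −0.68 for *alg-4* without *mut-16* 20ºC replicate 2. Over the alternatives the adjusted p of the interaction lay between 0.00095 and 0.11 for *alg-3* and between 0.0037 and 0.18 for *alg-4*, with 2 of 6 at 0.05 or less for *alg-3* and 1 of 6 for *alg-4*.

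**Figure D2:**
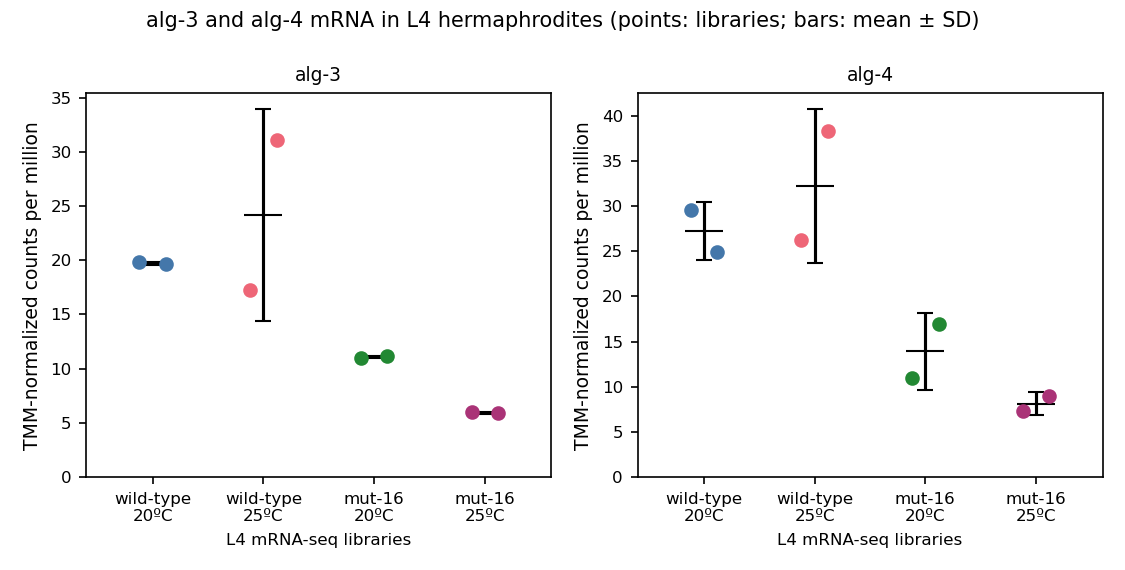
TMM-normalized CPM (vertical axes, from 0) of *alg-3* and *alg-4* in the 4 groups of L4 hermaphrodites. Each point is a library and the bars give the mean ± SD (n = 2). In the *mut-16* libraries at 25ºC, *alg-3* lies at 5.88 and 5.97 CPM and *alg-4* at 7.28 and 9.01.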

We found the two primary Argonaute proteins, ALG-3 and ALG-4, had significantly reduced expression in *mut-16* mutant L4 hermaphrodites experiencing heat stress (Figure 3A, B, Supplementary Figure S3A, and B). In contrast, in heat-stressed *mut-16* mutants we did not see significant changes in the mRNA levels of the AGOs *ergo-1* and *csr-1*, which also regulate sperm gene transcripts (Supplementary Figure S3C, D, and E). These data indicate that the transcript levels of *alg-3/4*, and not of other AGOs regulating sperm genes, are down-regulated in heat stressed *mut-16* mutants during the L4 stage. 

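*csr-1* (F20D12.1, chromosome IV from 7957267 to 7962157), which overlaps *frpr-10* on the same strand, had 153 ± 23.3 RPM in *mut-16* mutants at 20ºC and 136 ± 0.212 RPM at 25ºC (SD, n = 2). Its log2(fold change) upon heat stress in the mutant was −0.09 (standard error 0.12, adjusted p = 0.70 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ergo-1* (R09A1.1, chromosome V from 1008803 to 1018352) overlaps *pei-2* on the opposite strand, had 56.8 ± 9.01 RPM at 20ºC and 64.9 ± 3.34 RPM at 25ºC in the mutant, and changed by a log2(fold change) of 0.26 (standard error 0.13, adjusted p = 0.24). In wild-type, *csr-1* had 200 ± 4.62 RPM at 20ºC and 131 ± 9.99 RPM at 25ºC, a log2(fold change) of −0.37 with an adjusted p of 0.051. That call depends on the setting: the adjusted p in wild-type was 0.037 with DESeq2, 0.048 with RLE size factors, 0.044 with at least 10 counts in every library and 0.0055 with scaling by total count alone, where the log2(fold change) was −0.61, and it ranged up to 0.091 over the other alternatives set before the data were seen. With DESeq2 on the 4 libraries of this comparison, chosen after seeing the data, it was 0.11. Between the genotypes at 20ºC, *csr-1* as CPM was lower in the mutant by a log2 ratio of −0.39 with no overlap of the libraries, and *ergo-1* was at 0.03 with overlap. From its mRNA-seq of the 4 genes and its qRT-PCR of *alg-3* and *alg-4*, the paper concludes that heat-stressed *mut-16* L4s have lower *alg-3* and *alg-4* transcript levels. It excepts the other AGOs that regulate sperm genes. The difference between *csr-1* or *ergo-1* and *alg-3* or *alg-4* in their response was not tested here.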

We next sought to determine if changes in *alg-3* and *alg-4* expression occurred in a small RNA-dependent manner. To this end, we examined the small RNA reads mapping to *alg-3* and *alg-4*. In wild-type L4 hermaphrodites, small RNAs target both *alg-3* and *alg-4* during the L4 developmental stage (Figure 3C, Supplementary Figure S3A, and B). Heat stress and the *mut-16* mutation each independently triggered slight reductions in small RNA levels mapping to *alg-3* and *alg-4*; however, the combination of both resulted in a severe loss of small RNAs targeting *alg-3* and *alg-4* (Figure 3C, Supplementary Figure S3A, and B). To further characterize these small RNAs, we examined their read lengths and first nucleotide (nt) biases. We found that *alg-3* and *alg-4* are predominately targeted by a group of 22G-RNAs and a group of 26G-RNAs (Figure 3D–F). It should be noted that 21-nt reads mapping to *alg-3* and *alg-4* largely have a 5′ G bias, suggesting these are 22G-RNAs that may have been shortened to 21-nt during reading trimming (Figure 3E, F, and Supplementary Figure S3F). In wild-type animals, elevated temperature (25ºC) resulted in a strong loss of 22G-RNAs, but not 26G-RNAs, targeting *alg-3* and *alg-4* (Figure 3E and F). The *mut-16* mutation alone triggered a minor loss of 22G-RNAs and 26G-RNAs targeting *alg-3* and *alg-4*; however, the combination of heat stress and the *mut-16* mutation resulted in severe depletion of both 22G-RNAs and 26G-RNAs mapping to *alg-3* and *alg-4* (Figure 3E and F). Our data indicates that L4 stage expression of *alg-3* and *alg-4* is regulated in a small RNA-dependent manner. Moreover, our data suggests that the *mutator* complex is critical for maintaining small RNA-mediated regulation of *alg-3* and *alg-4* during stressful conditions.

**Figure 3.**
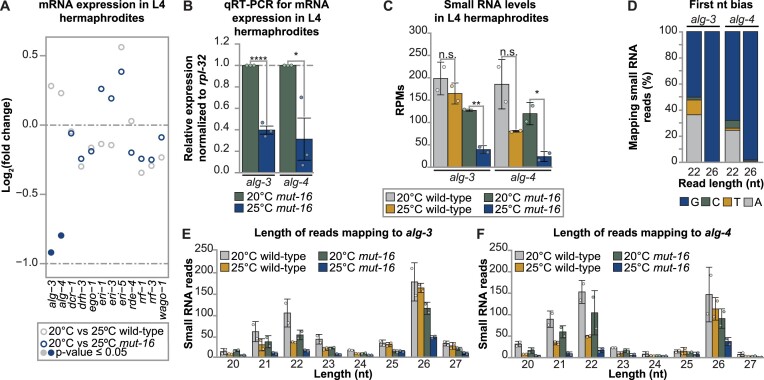
*Mutator* complex-dependent small RNAs are required for *alg-3* and *alg-4* expression during heat stress in L4s. (**A**) Strip plot showing the change in expression of ALG-3/4 pathway factors. Circles represent the log_2_(fold change) for each gene, as determined by DESeq2, for comparisons between wild-type L4 hermaphrodites cultured at 20ºC and 25ºC (gray) and *mut-16* mutant L4 hermaphrodites cultured at 20ºC and 25ºC (blue). Filled circles indicate a significant *p* value as determined by DESeq2 (*P*-value ≤ 0.05). (**B**) qRT-PCR assay of *alg-3* and *alg-4* expression, normalized to *rpl-32* expression, in *mut-16* mutant L4 hermaphrodites cultured at 25ºC normalized to expression levels in *mut-16* mutant L4 hermaphrodites cultured at 20ºC. *n* = 3 biological replicates. (**C**) Total small RNA reads per million (RPMs) mapping to *alg-3* and *alg-4* in wild-type and *mut-16* mutant L4 hermaphrodites cultured at 20°C and 25°C. (**D**) Shown is the percentage of 22-nt and 26-nt reads mapping to *alg-3* and *alg-4* with A, T, C or G represented in the first position of the read in wild-type L4 animals cultured at 20ºC. (**E**) Shown are size profiles of all reads mapping to the *alg-3* genomic locus in wild-type and *mut-16* mutant L4 animals cultured at 20°C and 25°C. (**F**) Shown are size profiles of all reads mapping to the *alg-4* genomic locus in wild-type and *mut-16* mutant L4 animals cultured at 20°C and 25°C. (A–F) For each genotype and condition, two biological replicates were sequenced. (B, C, E, F) Bar graphs represent the mean with dots representing each biological replicate and error bars indicating standard deviation. For (B, C) two-tailed student *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05 and ** indicates a *P*-value ≤ 0.01.

### *alg-3* and *alg-4* expression is developmentally dysregulated in heat stressed *mut-16* mutants

As we observed reduced expression of *alg-3* and *alg-4* during the L4 stage, when the ALG-3/4 pathway should be functioning, we next sought to determine if *alg-3* and *alg-4* is developmentally dysregulated in heat stressed *mut-16* mutants. To this end, we used our previously published mRNA-seq and small RNA-seq libraries generated from adult wild-type and *mut-16* mutant hermaphrodites grown at 20ºC and 25ºC to plot the expression levels of *alg-3* and *alg-4* across the L4 and adult developmental stages. 

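*rpl-32* (chromosome II from 9056497 to 9057085) had 1920 ± 7.92 RPM in wild-type at 20ºC, 2097 ± 28.6 in wild-type at 25ºC, 1927 ± 538 in *mut-16* mutants at 20ºC and 2209 ± 17.3 in *mut-16* mutants at 25ºC in the L4 libraries (SD, n = 2). The spread at 20ºC in the mutant comes from 2308 RPM in replicate 1 and 1547 RPM in replicate 2. On TMM-scaled counts, the log2(fold change) of *rpl-32* upon heat stress was 0.38 in wild-type (adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.25 in *mut-16* mutants (standard error 0.18, adjusted p = 0.41). The wild-type means were 1817 TMM-normalized CPM at 20ºC and 2358 at 25ºC, further apart than the RPM above. The mutant value was 0.64 without *mut-16* 20ºC replicate 1 and −0.06 without *mut-16* 20ºC replicate 2. Between the genotypes at 20ºC it was 0.02. The adult libraries were not analysed here.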

To account for potential differences when comparing L4 and adult mRNA samples, we normalized the expression levels to *rpl-32*, which encodes a ribosomal protein subunit and is expressed at comparable levels in wild-type and *mut-16* mutant hermaphrodites throughout the L4 and adult stages (Supplementary Figure S4A and B). 

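At the L4 stage, the *alg-3* to *rpl-32* ratio was 0.0109 ± 0.00035 in wild-type at 20ºC, 0.0104 ± 0.00454 in wild-type at 25ºC, 0.00637 ± 0.00214 in *mut-16* mutants at 20ºC and 0.0027 ± 1.3e-05 in *mut-16* mutants at 25ºC (SD, n = 2). The *alg-4* to *rpl-32* ratio was 0.0150 ± 0.00216, 0.0137 ± 0.00415, 0.00840 ± 0.00509 and 0.00371 ± 0.000578 in the same order of groups. Upon heat stress in the mutant the log2 ratio was −1.24 for *alg-3* and −1.18 for *alg-4*, and each mutant library at 25ºC was below each at 20ºC (exact permutation test, two-sided p = 0.33). The *alg-4* value rests on replicate 2 of the mutant at 20ºC: it was −0.37 without that library and −1.69 without replicate 1. The *alg-3* value also moved, to −0.85 without replicate 2 of the mutant at 20ºC and to −1.55 without replicate 1, the 2 libraries that differ in *rpl-32*. Upon heat stress in wild-type the log2 ratio was −0.07 for *alg-3* and −0.13 for *alg-4*, within the spread between replicates (exact permutation test, two-sided p = 1). Measured as CPM instead of relative to *rpl-32*, the change in the mutant was −0.90 for *alg-3* and −0.77 for *alg-4*. The latter was −0.42 without replicate 2 of the mutant at 20ºC. The wild-type change as CPM was 0.30 for *alg-3* and 0.24 for *alg-4*. Without replicate 2 of wild-type at 25ºC these were −0.19 and −0.056.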

We found *alg-3* and *alg-4* are down-regulated during the L4 stage and then aberrantly up-regulated during adulthood in heat stressed *mut-16* mutant hermaphrodites (Figures 4A, B and S4C). Increased targeting by *mutator* complex-independent 22G-RNAs correlated with the dysregulation of *alg-3* and *alg-4* in heat stressed *mut-16* mutant adults (Supplementary Figure S4C and D). However, while there were increased 26G-RNAs targeting *alg-3* and *alg-4* in *mut-16* mutants compared to wild-type adults at 20ºC, there was not a significant difference in 26G-RNAs targeting *alg-3* and *alg-4* in *mut-16* mutant adults at 20ºC compared to 25ºC (Supplementary Figure S4E). This finding suggests the disruption of 22G-RNA levels, and not 26G-RNA levels, may play a primary role in the dysregulation of *alg-3* and *alg-4* expression levels specifically during heat stress in *mut-16* mutants.

**Figure 4.**
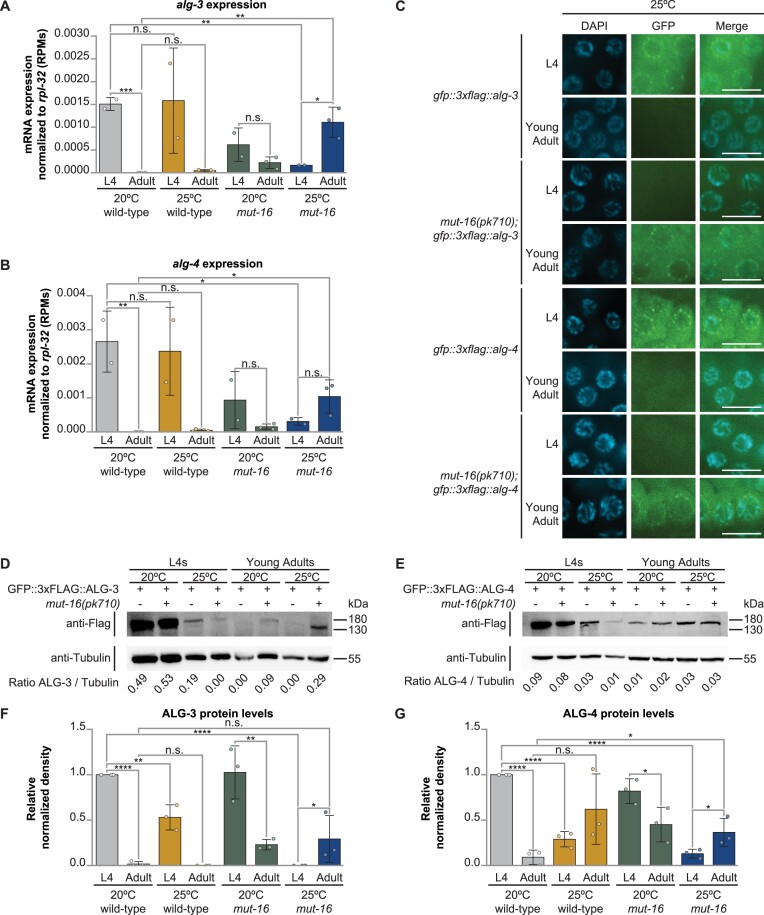
*alg-3* and *alg-4* expression is developmentally dysregulated in heat stressed *mut-16* mutants. Bar graphs depicting mRNA transcripts mapping to (**A**) *alg-3* and (**B**) *alg-4*, normalized to the expression level of *rpl-32*, in reads per million (RPMs), for L4 and adult wild-type and *mut-16* mutant hermaphrodites cultured at 20°C and 25°C.(A, B) Bar graphs represent the mean with dots representing summed RPMs for biological replicates and error bars indicating standard deviation. (**C**) Representative fluorescence microscopy images of germline nuclei from the proximal end of gonads of L4 and young adult stage animals expressing GFP::3XFLAG::ALG-3 or GFP::3XFLAG::ALG-4 in the wild-type and *mut-16* mutant background grown at 25ºC. Scale bars indicate 10 μm. Representative western blots for (**D**) GFP::3XFLAG::ALG-3 and (**E**) GFP::3XFLAG::ALG-4 in L4 and young adult stage animals expressing GFP::3XFLAG::ALG-3 or GFP::3XFLAG::ALG-4 in the wild-type and *mut-16* mutant background grown at 20ºC and 25ºC are shown. Also shown are bar graphs representing the quantification of biological replicates of the (**F**) GFP::3XFLAG::ALG-3 and (**G**) GFP::3XFLAG::ALG-4 western blots. (A, B) For each genotype and condition, two biological replicates were sequenced for L4-stage animals and three biological replicates were sequenced for adult-stage animals. (D–G) For each genotype, development stage, and condition, *n* = 3. (F, G) Bar graphs represent the mean with dots representing the relative density for biological replicates and error bars indicating standard deviation. For (A, B, F, G) one-tailed student *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, ** indicates a *P*-value ≤ 0.01, *** indicates a *P*-value ≤ 0.001, and **** indicates a *P*-value ≤ 0.0001.

To move beyond correlation of trans-developmental sequencing data, we sought to determine if differences in functional protein levels for ALG-3 and ALG-4 could be observed in heat-stressed *mut-16* mutant L4 and adult hermaphrodites. To this end, we collected L4 and young adult hermaphrodites with ALG-3 or ALG-4 tagged with GFP::3xFLAG under the genes’ endogenous promoters in the wild-type or *mut-16* mutant background at 20ºC and 25ºC and completed germline imaging and protein sample collection. We performed western blotting using anti-FLAG for ALG-3 or ALG-4 and anti-Tubulin, as a control, and quantified the relative density of ALG-3, ALG-4 and Tubulin. As expected, we saw abundant protein levels of ALG-3 and ALG-4 in the L4 stage of wild-type animals grown at 20ºC and 25ºC, which localized to distinct foci at the periphery of the germ cell nuclei (Figure 4C–G, and Supplementary Figure S4F). Comparing samples from young adults to L4s, the protein levels of ALG-3 and ALG-4 were drastically reduced in wild-type animals grown at 20ºC and 25ºC and depleted from perinuclear germline foci; however, some ALG-4 protein was detected on the western blot in samples from young adult animals (Figure 4C–G, and Supplementary Figure S4F). Similarly, we saw that *mut-16* hermaphrodites grown at 20ºC had high levels of ALG-3 and ALG-4 protein that localized to perinuclear germ foci during the L4 stage and reduced protein levels in the young adult stage (Figure 4D–G, and Supplementary Figure S4F). However, *mut-16* hermaphrodites grown at 25ºC had little to no detectable ALG-3 and ALG-4 protein during the L4 stage and increased protein levels that localized to perinuclear germ foci in the young adult stage (Figure 4C–G). Together, these data corroborate the developmental dysregulation of ALG-3 and ALG-4 we observed at the mRNA level in heat-stressed *mut-16* mutants.

### Sperm-enriched genes are developmentally dysregulated in heat stressed *mut-16* mutants

In the hermaphroditic germline of *C. elegans*, spermatogenesis and oogenesis occur during specific developmental time points within discrete regions of the same gonadal tissue. In wild-type animals, the ALG-3/4 pathway functions during the L4 stage to maintain proper transcript levels for spermatogenesis-enriched genes to ensure thermotolerant male fertility (25). As we saw developmental mis-coordination of *alg-3* and *alg-4* in heat stressed *mut-16* mutants, we wanted to determine whether dysregulation of spermatogenesis genes across developmental stages was also occurring. To this end, we examined expression profiles of sperm genes normalized to *rpl-32*, as described above. As expected, we found that, in wild-type animals, spermatogenesis genes are highly expressed during the L4 stage before being down-regulated in the adult animal when oogenesis genes are turned on (Figure 5A and B). Elevated temperature (25ºC) in wild-type animals did cause a slight increase in both spermatogenesis and oogenesis gene transcript levels during adulthood; however, the trend in expression across developmental stages was not altered (Figure 5A and B). Compared to wild-type hermaphrodites at 20ºC, *mut-16* mutants have reduced expression of sperm genes during the L4 stage and slightly elevated sperm gene expression during the adult stage (Figure 5A). 

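Relative to *rpl-32*, the summed major sperm protein expression in L4 hermaphrodites at 20ºC was 0.905 ± 0.271 in wild-type and 0.461 ± 0.0553 in *mut-16* mutants (SD, n = 2), a log2 ratio of −0.97. For the sperm-named classes it was 0.387 ± 0.0289 in wild-type and 0.209 ± 0.0462 in the mutant, a log2 ratio of −0.89. The libraries of the genotypes did not overlap for either set. The log2 ratio of the major sperm protein family was −0.63 without wild-type 20ºC replicate 1 and −1.25 without wild-type 20ºC replicate 2. That of the sperm-named classes was −0.68 without *mut-16* 20ºC replicate 1 and −1.13 without *mut-16* 20ºC replicate 2.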

Strikingly, heat stress exacerbated the effects of the *mut-16* mutation – causing a further reduction in sperm gene expression during the L4 stage and a dramatic increase in their expression during adulthood (Figure 5A). 

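At 25ºC, L4 *mut-16* mutants had 0.206 ± 0.00673 of the *rpl-32* level for the major sperm protein family and 0.128 ± 0.00657 for the sperm-named classes (SD, n = 2). Compared to the mutant at 20ºC these are log2 ratios of −1.16 and −0.71. The value of the sperm-named classes was −0.46 without *mut-16* 20ºC replicate 2 and −0.92 without *mut-16* 20ºC replicate 1. In wild-type L4s, heat stress changed the ratio to 1.02 ± 0.153 for the major sperm protein family and 0.399 ± 0.0805 for the sperm-named classes, log2 ratios of 0.17 and 0.04 that lie within the spread between replicates.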

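At the L4 stage, the 20 oocyte and eggshell genes (*oma-1*, *oma-2*, *rme-2*, *puf-5* and others) summed to 0.256 ± 0.0883 of the *rpl-32* level in wild-type at 20ºC and 0.178 ± 0.0166 in wild-type at 25ºC, and to 0.166 ± 0.0485 in *mut-16* mutants at 20ºC and 0.248 ± 0.0158 in *mut-16* mutants at 25ºC (SD, n = 2). The log2 ratio upon heat stress was −0.52 in wild-type and 0.58 in the mutant. The wild-type value rests on replicate 1 at 20ºC and was −0.12 without it, and the mutant value was 0.31 without replicate 1 at 20ºC and 0.91 without replicate 2. Without the *rpl-32* reference, the wild-type log2 ratio was −0.39 with overlapping replicates (exact permutation test, two-sided p = 0.67), 0.0047 without replicate 1 at 20ºC, and −0.14 with TMM-scaled totals. The summed expression in the mutant was 307 ± 4.01 RPM at 20ºC and 549 ± 39.1 RPM at 25ºC (exact permutation test, two-sided p = 0.33).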

We did not observe a significant change in the expression levels of oogenesis genes across developmental stages in *mut-16* mutants at 20ºC or 25ºC (Figure 5B).

**Figure 5.**
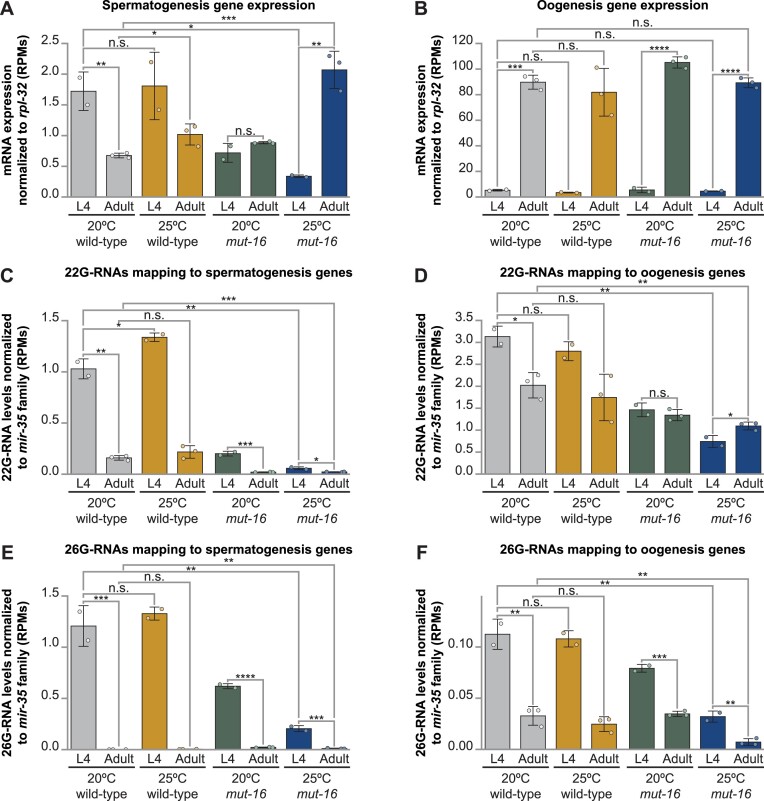
Sperm-enriched genes are developmentally dysregulated in heat stressed *mut-16* mutants. Bar graphs depicting mRNA transcripts mapping to (**A**) spermatogenesis-enriched genes and (**B**) oogenesis genes, normalized to the expression level of *rpl-32*, in reads per million (RPMs), for L4 and adult wild-type and *mut-16* mutant hermaphrodites cultured at 20°C and 25°C. Bar graphs depicting 22G-RNAs mapping to (**C**) spermatogenesis-enriched genes and (**D**) oogenesis-enriched genes, and 26G-RNAs mapping to (**E**) spermatogenesis-enriched genes and (**F**) oogenesis-enriched genes, normalized to all reads mapping to the *mir-35* family, in reads per million (RPMs), for L4 and adult wild-type and *mut-16* mutant hermaphrodites cultured at 20°C and 25°C. For (A–F) Bar graphs represent the mean with dots representing summed RPMs for biological replicates and error bars indicating standard deviation. For each genotype and condition, two biological replicates were sequenced for L4-stage animals and three biological replicates were sequenced for adult-stage animals. One-tailed student *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, ** indicates a *P*-value ≤ 0.01, *** indicates a *P*-value ≤ 0.001, and **** indicates a *P*-value ≤ 0.0001.

Next, we assessed 22G-RNA and 26G-RNA populations mapping to spermatogenesis-enriched and oogenesis-enriched genes across developmental stages to determine whether changes in the small RNA levels correlated with the observed changes in mRNAs. To control for levels of gonad tissue-derived RNA within total RNA samples due to developmental differences in germline size, we normalized the levels of 22G-RNAs and 26G-RNAs to all small RNA reads mapping to the germline-specific *mir-35* family (*mir-35–42*), which are not amplified in the *mutator* complex. Our analyses revealed that 22G-RNAs mapping to both spermatogenesis and oogenesis genes are strongly depleted throughout development in *mut-16* mutants and that this effect is exacerbated by heat stress (Figure 5C and D). This result is expected as *mut-16* mutants lack the ability to perform *mutator* complex-dependent 22G-RNA amplification; however, it is noteworthy that heat stress worsens the loss of 22G-RNAs. This suggests that the *mutator* complex plays an important role in mitigating the effects of heat stress on the pools of 22G-RNAs synthesized by MUT-16-independent mechanisms. Interestingly, 26G-RNAs mapping to both spermatogenesis and oogenesis genes in *mut-16* mutants were reduced during the L4 stage. Heat stress caused further loss of 26G-RNAs in *mut-16* mutant hermaphrodites mapping to both spermatogenesis and oogenesis genes during the L4 stage and a reduction in 26G-RNAs targeting oogenesis genes during adulthood (Figure 5E and F). Ultimately, our analyses indicate that the expression profile of oogenesis-enriched genes throughout development is not significantly impacted by elevated temperature (25ºC), changes in small RNA populations in *mut-16* mutants, or the combination of both. However, our analyses indicate that the effect of the *mut-16* mutation on spermatogenesis-enriched gene expression in hermaphrodites is dictated by the developmental stage of the animal. Based on our data, when *C. elegans* are grown at elevated temperature, *mutator* complex amplification of 22G-RNAs is required for proper expression of sperm genes in germ cells fated to be sperm during the L4 stage. Then during adulthood, *mutator* complex amplification of 22G-RNAs is required for silencing of sperm genes in germ cells fated to be oocytes. This is the first evidence that the *mutator* complex plays a role in mitigating the effects of heat stress on the levels of 26G-RNAs mapping to sperm genes and proper sperm gene expression during the L4 stage in hermaphrodites. Moreover, our data suggests that despite the spermatogenesis-to-oogenesis switch occurring within the same gonadal tissue, these developmental programs are independently regulated at the transcript level.

### Spermiogenesis defects trigger the onset of temperature-sensitive sperm-based sterility in *mut-16* mutants

We next sought to identify the underlying physiological cause of sperm-based sterility in heat stressed *mut-16* mutants. Our previous work established that *mut-16(pk710)* mutant hermaphrodites exhibit both oocyte-based and sperm-based temperature-sensitive sterility (39). First, we confirmed *mut-16* mutant males exhibit heat stress-induced sterility. To this end, we mated *fog-2(oz40)* hermaphrodites, which are unable to produce their own sperm (9), with wild-type (N2) or *mut-16* mutant males cultured at 20°C and 25°C. Males carried the PGL-1::GFP::3xFLAG transgene to ensure only cross progeny were counted. Synchronized L1 animals were cultured at 20ºC or 25ºC temperature prior to mating plate set up, and crosses were maintained at 25ºC if either individual was raised at elevated temperature. Indeed, *mut-16* mutant males cultured at 25ºC were unsuccessful in producing progeny after mating, regardless of the temperature at which the mated hermaphrodite was grown (Figure 6A). This corroborates our previous observation that the sperm-based effect of *mut-16* manifests after a single generation of elevated temperature (39), and indicates that the reproductive potential of both *mut-16* mutant hermaphrodite- and male-derived sperm is immediately impacted.

**Figure 6.**
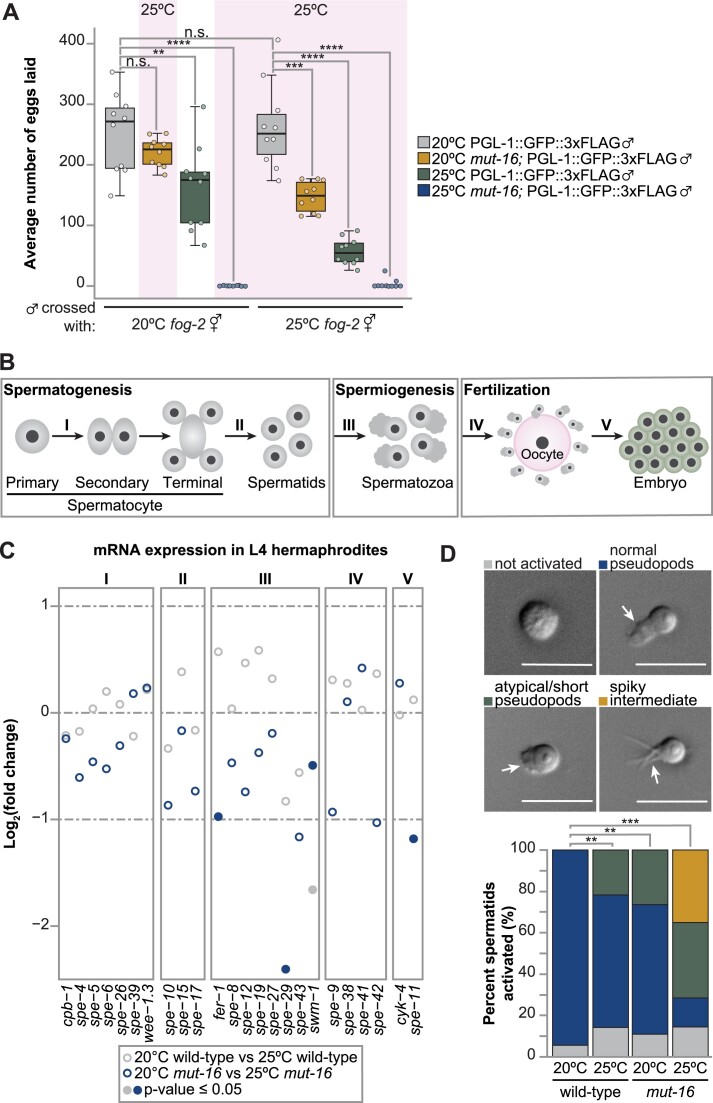
Spermiogenesis defects that trigger the onset of temperature-sensitive sperm-based sterility in *mut-16* mutants. (**A**) Box plots depicting average number of eggs laid for *fog-2(oz40*) hermaphrodites cultured at 20ºC or 25ºC mated with *pgl-1::GFP::3xFLAG* males grown at 20ºC (gray), *pgl-1::GFP::3xFLAG* males grown at 25ºC (gold), *mut-16(pk710); pgl-1::GFP::3xFLAG* males grown at 20ºC (green), or *mut-16(pk710); pgl-1::GFP::3xFLAG* males grown at 25ºC (blue). Circles represent number of GFP-expressing eggs counted for individual hermaphrodites after mating. Bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represented the most extreme data points within 1.5 times the interquartile range, excluding outliers. *N* = 10. (**B**) Schema of stages of sperm development critical for male reproductive potential. I) primary spermatocyte division to form secondary spermatocytes, II) spermatid formation, III) spermatid activation during spermiogenesis, IV) spermatozoa enter the oocyte during fertilization, and V) post-fertilization viability of the embryo (**C**) Strip plot showing the change in expression of genes essential for each stage of sperm development (corresponding to schema in B). Circles represent the log_2_(fold change) for each gene, as determined by DESeq2, for comparisons between wild-type L4 hermaphrodites cultured at 20ºC and 25ºC (gray) and *mut-16* mutant L4 hermaphrodites cultured at 20ºC and 25ºC (blue). Filled circles indicate a significant *p* value as determined by DESeq2 (*P*-value ≤ 0.05). For each genotype and condition, two biological replicates were sequenced. (**D**) Shown are representative images of spermatids isolated from male adult animals after exposure to pronase E. White arrows indicate pseudopods and scale bars indicate 10 μm. Below, percent of pronase E-treated spermatids that are not activated (gray), have normal pseudopod formation (blue), atypical pseudopod formation (green), or arrest as spiky intermediates (gold) are shown for wild-type and *mut-16* adult males grown at 20ºC and 25ºC. n = 200 per genotype for each condition. For (A, D) two-tailed Welch's *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, ** indicates a *P*-value ≤ 0.01, *** indicates a *P*-value ≤ 0.001, and **** indicates a *P*-value ≤ 0.0001.

Male infertility can arise from changes in male mating behavior, defects in somatic tissues required for spicule insertion and sperm transfer, or abnormalities in sperm production and/or activation. We did not identify severe morphological defects in the male germlines or post-meiotic spermatid counts (Supplementary Figure S5A and B). Next, we assessed the morphology of the somatic spicule tissue of males, which is critical for probing the vulva and facilitating sperm transfer during mating. Previously, in wild-type male *C. elegans*, it was shown that heat stress results in shortened spicule length and increased incidence of malformed or crumpled spicules (62). Indeed, we observed overall shorter average spicule lengths and increased rates of malformed/crumpled spicules in wild-type males grown at 25ºC compared to those grown at 20ºC (Supplementary Figure S5C and D). At permissive temperature (20ºC), the *mut-16* mutation resulted in an overall shorter average spicule length compared to wild-type animals, but not increased incidence of crumpled spicules. The shortening of the average spicule length was exacerbated in heat-stressed *mut-16* mutant males, which also exhibited increased rates of malformed/crumpled spicules (Supplementary Figure S5C and D). Overall, our data indicates that the underlying cause of temperature-sensitive sterility in *mut-16* mutant males is not germline tissue abnormalities or reduced production of spermatids. Heat stress and the *mut-16* mutation do trigger mild defects in the male somatic tissues that facilitate sperm transfer during mating; however, as these defects are not fully penetrant in the population, they are not sufficient to explain the temperature-sensitive sterility of *mut-16* mutant males.

We next aimed to determine if loss of sperm reproductive potential in heat stressed *mut-16* mutants occurs due to defects in spermatogenesis, spermiogenesis, or during fertilization. We assessed the changes in expression of genes critical for proper completion of I) primary spermatocyte division to form secondary spermatocytes, II) spermatid formation, III) spermatid activation during spermiogenesis, IV) spermatozoa entering the oocyte during fertilization, and V) post-fertilization viability of the embryo (Figure 6B). In agreement with the presence of abundant post-meiotic spermatids in the gonad of heat stressed *mut-16* mutant males, we found genes critical for proper division of spermatocytes and spermatid formation are mildly, but not statistically significantly (*P*-value ≤ 0.05), down-regulated in heat stressed *mut-16* mutant L4 hermaphrodites (Figure 6C). 

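Of the 7 genes for spermatocyte division in Figure 6C, 5 were lower and 2 higher in *mut-16* mutants at 25ºC than at 20ºC, with log2(fold change) values from −0.59 to 0.25. None had an adjusted p of at most 0.05 over all genes tested or adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 had an unadjusted p under 0.05. This gene was *spe-4* (chromosome I, 7454660 to 7456953), with 8.60 ± 0.337 CPM at 20ºC and 5.71 ± 0.779 at 25ºC in the mutant (SD, n = 2) and an adjusted p of 0.077. The median of these genes was −0.28, with −0.13 without *mut-16* 20ºC replicate 1 and −0.52 without *mut-16* 20ºC replicate 2.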

Spermatids transform into motile spermatozoa through the process of spermiogenesis, during which exposure to an activator causes a spermatid to extend long spikes that are restructured to form a pseudopod (63,64). Our differential expression analysis revealed that all the genes essential for proper spermiogenesis had reduced expression in heat stressed *mut-16* mutant L4 hermaphrodites, but only *fer-1, spe-29*, and *swm-1* were statistically significantly down-regulated (Figure 6C). It should be noted that *swm-1* was also significantly down-regulated at 25ºC in wild-type animals, indicating expression of *swm-1* is particularly sensitive to heat stress (Figure 6C). 

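Of the 8 spermiogenesis genes in Figure 6C, 7 passed the filter on low counts, and all 7 were lower in *mut-16* mutants at 25ºC than at 20ºC, with log2(fold change) values from −1.09 to −0.17. *fer-1* (chromosome I, 8623012 to 8631202) had expected counts that were not whole, so reads can have been shared with another gene. It had 14.3 ± 0.0876 CPM at 20ºC and 7.35 ± 0.670 at 25ºC in the mutant (SD, n = 2). Its log2(fold change) of −0.96 (standard error 0.29) had an adjusted p of 0.047 over all genes tested, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.061 adjusted over the list alone of the Figure 6C genes. With the replicate number as a term of the model the adjusted p of *fer-1* was 0.066, and over the alternatives it ranged from 7.5e-05 to 0.066. *swm-1* (chromosome V, 9054111 to 9054871) had a log2(fold change) of −0.47 in the mutant (standard error 0.33, adjusted p = 0.40), which was −0.18 without *mut-16* 20ºC replicate 1 and −0.73 without *mut-16* 20ºC replicate 2. *spe-29* (chromosome IV, 9933880 to 9934322) was below the filter, with 4 and 6 expected counts in the mutant libraries at 20ºC and 2 and 0 at 25ºC. Taking the 20ºC counts as exact, it was at least 1.78-fold lower at 25ºC. With so few counts, the absence of a change is not excluded. *spe-27* overlaps C06E7.88 on the same strand, which limits how far its counts belong to it. Over the 24 genes of Figure 6C, 22 were tested and 18 were lower, 2 had an adjusted p of at most 0.05 over all genes tested (*fer-1* and *spe-11*) and 1 adjusted over the list alone (*spe-11*).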

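In wild-type, *swm-1* had 46.5 ± 30.7 CPM at 20ºC and 14.9 ± 0.470 at 25ºC (SD, n = 2), a log2(fold change) of −1.64 (standard error 0.35, adjusted p = 0.0044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The wild-type 20ºC replicates held 323 and 768 expected counts of *swm-1*. Without replicate 2 of this group the log2(fold change) was −0.74, and without replicate 1 it was −2.17. With DESeq2 fitted to the 4 wild-type libraries alone, an alternative chosen after seeing the data for single genes, its adjusted p was 0.11. The interaction of genotype and temperature for *swm-1* was 1.16 (standard error 0.48, adjusted p = 0.20).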

Loss of functional FER-1 triggers formation of short, nonmotile pseudopods during spermiogenesis (65–68), whereas spermatids in *swm-1* mutants prematurely activate prior to mating (69). Mutations in the *spe-8* pathway (*spe-8*, *spe-12*, *spe-27*, and *spe-29*), which is critical for *in vivo* and *in vitro* spermatid activation, result in spermatozoa arresting as nonmotile, spiky intermediates (25,63,64). 

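*spe-11* (chromosome I, 5330578 to 5332169), whose loss in sperm causes paternal-effect embryonic lethality, had 5.26 ± 0.436 CPM in *mut-16* mutants at 20ºC and 2.34 ± 0.0451 at 25ºC (SD, n = 2). The log2(fold change) of *spe-11* upon heat stress in the mutant was −1.16 (standard error 0.28, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.021 adjusted over the list alone of the Figure 6C genes). With each library left out it stayed between −1.25 and −1.08. With DESeq2 fitted to the 4 mutant libraries alone, an alternative chosen after seeing the data, the adjusted p was 0.056, and over the alternatives set before that it lay between 0.00057 and 0.024. Its interaction of genotype and temperature was −1.3 (adjusted p = 0.067). Of the fertilization genes *spe-9*, *spe-38*, *spe-41* and *spe-42*, 3 were tested and 2 of them were lower, with 0 at an adjusted p of at most 0.05 and 0 at an unadjusted p under 0.05. The counts of *spe-38*, which overlaps *impt-1* on the same strand, were below the filter. *cyk-4*, the other gene for viability of the embryo, had a log2(fold change) of 0.29 (adjusted p = 0.26).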

Our analysis of the genes required for fertilization and post-fertilization viability of the embryo found that only *spe-11* was significantly differentially expressed in heat stressed *mut-16* mutant L4 hermaphrodites (Figure 6C). Spermatozoa lacking *spe-11* can fertilize oocytes to produce embryos; however, after these eggs are laid, embryogenesis fails, resulting in paternal-effect embryonic lethality (64). In our mating brood size assay, *fog-2* hermaphrodites crossed to heat stressed *mut-16* mutants males did not lay fertilized eggs (Figure 6A). Thus *spe-11*-induced paternal-effect embryonic lethality is not likely to be the driving force of temperature-sensitive sperm-based sterility in *mut-16* mutant animals.

Our bioinformatics analyses pointed to spermiogenesis defects underlying heat stress-induced loss of sperm-based fertility in *mut-16* mutants. To test this, we performed an *in vitro* activation assay on spermatids obtained from wild-type and *mut-16* mutant males grown to adulthood at 20ºC and 25ºC. We assessed pseudopod formation after exposure to the activation agent, pronase E, and classified pseudopod formation as normal, atypical (short or two distinct pseudopods), or as spiky intermediates (Figure 6D). At permissive temperature (20ºC), wild-type spermatids had a 95% activation rate, with all pseudopods forming normally. Heat stress lowered the activation rate of wild-type spermatids to 86% and increased the incidence of atypical pseudopod formation (22% short pseudopods) (Figure 6D). Spermatids collected from *mut-16* mutant males at 20ºC exhibited similar rates of activation (89%) and incidence of atypical pseudopod formation (27%) as the heat-stressed wild-type spermatids (Figure 6D). Strikingly, spermatids collected from *mut-16* males grown at 25ºC had an 86% activation rate, however the majority of the activated sperm formed atypical pseudopods or arrested as spiky intermediates (37% and 35%, respectively) (Figure 6D). These data indicate that heat stress and the *mut-16* mutation independently trigger comparable spermiogenesis defects, but the combination of both leads to severely compromised pseudopod formation that ultimately drives the temperature-sensitive loss of sperm-based fertility in *mut-16* mutants.

## Discussion

Evolutionarily conserved RNAi pathways serve as one gene regulatory mechanism essential for robust coordination of cellular processes in all animals. When the gene regulatory networks controlling physiological processes are disrupted by genetic or environmental stressors, severe consequences can arise, such as loss of reproductive potential. However, the regulatory motifs that coordinate RNAi pathways are not well characterized. Here, we show RNAi pathways that use *mutator* complex amplification contribute to developmental stage-specific regulation of the ALG-3/4 pathway through small RNA-mediated gene switches that turn off and on the expression of *alg-3* and *alg-4*. Proper execution of the genetic switches is critical for thermotolerant sperm-based fertility and mitigating the effects of heat stress, which negatively impacts gametogenesis across animal species (70–72). We propose a model in which *mutator*-dependent 22G-RNA amplification is required for RNAi pathways to engage the genetic switches that promote the expression of *alg-3* and *alg-4* during the L4 stage, possibly in concert with autoregulatory feedback from ALG-3/4-bound 26G-RNAs. This RNAi-mediated regulation of the ALG-3/4 AGOs would in turn coordinate ALG-3/4 pathway positive and negative regulation of sperm transcripts to mitigate the effects of heat stress and maintain robust sperm-based fertility. Then, during the adult stage, changes in the pool of *mutator* complex-dependent 22G-RNAs would drive the genetic cascade that switches off *alg-3* and *alg-4* expression. Ultimately, the RNAi-to-RNAi cascade regulating *alg-3* and *alg-4* expression would provide robustness to the spermatogenesis developmental program during heat stress (Figure 7). But how does small RNA-targeting promote the expression of *alg-3* and *alg-4* instead of silence it? One possibility is that targeting of *alg-3* and *alg-4* transcripts by one RNAi branch protects them from degradation by another. If this is the case, the loss of different classes of small RNAs in the heat-stressed *mut-16* mutants could disrupt the balance of the antagonism, rendering the *alg-3* and *alg-4* transcripts susceptible to degradation by various RNAi pathways. In fact, such antagonistic behavior between the RNAi branches has been previously proposed for the CSR-1 and PRG-1 pathways (34). CSR-1-targeting is required for maintaining active transcription of sperm-specific genes during the L4 stage (32), however, recent work indicates *alg-3* and *alg-4* are not targets of CSR-1-loaded 22G-RNAs (73). Perhaps another AGO could act to protect *alg-3* and *alg-4* transcripts from RNAi-mediated silencing. Future work examining the possibility of antagonism between 22G-RNA and 26G-RNA pathways targeting *alg-3* and *alg-4* will be critical for our understanding of how homeostasis is maintained between multiple overlapping RNAi pathways to ensure appropriate regulation of target transcripts.

**Figure 7.**
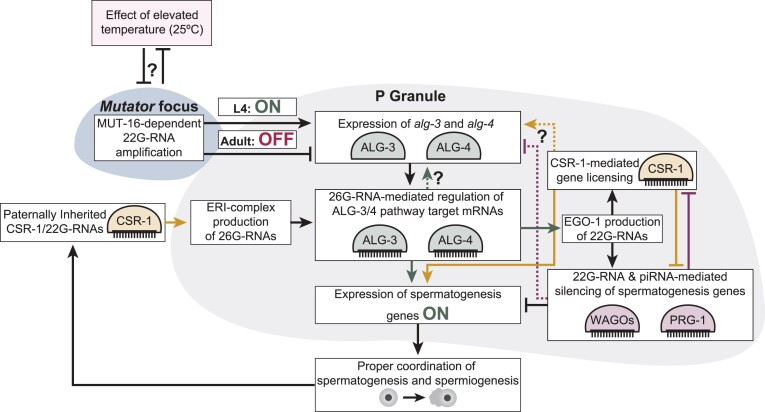
MUT-16-dependent small RNAs are required to restrict ALG-3/4 pathway function to the L4 developmental stage. Model of the small RNA-mediated regulatory network in which MUT-16-dependent 22G-RNAs are required to counterbalance the effects of heat stress and control expression of *alg-3* and *alg-4* to maintain developmental stage-specific ALG-3/4 pathway (green) function that, with the CSR-1 pathway (yellow) and piRNA pathway (purple), regulates expression of spermatogenesis genes to maintain sperm-based fertility. Dashed lines with question marks indicate hypothetical regulation of *alg-3* and *alg-4* by different RNAi pathways.

Our model postulates that MUT-16 acts upstream of ALG-3/4 pathway function in maintaining appropriate spermatogenesis gene expression by small RNA-mediated regulation of *alg-3* and *alg-4* expression. If this is the case, we would expect *mut-16* mutants and *alg-3; alg-4* mutants to phenocopy each other. Previous work showed that ALG-3 and ALG-4 function redundantly to provide thermotolerant sperm-based fertility, and that double *alg-3; alg-4* mutants exhibit ∼50% reduced fertility compared to wild-type animals at 20ºC and complete sterility when cultured at elevated temperature (25,32). 

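Between *mut-16* mutants and wild-type at 20ºC, *alg-3* had a log2(fold change) of −0.83 (standard error 0.23, adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *alg-4* one of −0.95 (standard error 0.23, adjusted p = 0.018). Wild-type L4s at 20ºC had 19.7 ± 0.135 CPM of *alg-3* and 27.2 ± 3.24 of *alg-4* (SD, n = 2). With DESeq2 the adjusted p of *alg-3* was 0.054 and with total-count scaling 0.052, and over the alternatives set before the data were seen it lay between 0.0015 and 0.054. With DESeq2 on the 4 libraries of this comparison, chosen after seeing the data, it was 0.10. At 25ºC, the log2(fold change) between the mutant and wild-type was −2.04 for *alg-3* (standard error 0.24, adjusted p = 7.3e-05) and −1.98 for *alg-4* (standard error 0.24, adjusted p = 7.8e-05).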

During the L4 stage, we see reduced expression of both *alg-3* and *alg-4* in *mut-16* mutants grown at permissive temperature (20ºC) compared to wild-type L4 animals. In addition, we have shown here and previously that *mut-16* mutants have ∼50% fewer progeny compared to wild-type animals when cultured at 20ºC and exhibit complete sterility when cultured at 25ºC (39). The comparable fertility phenotypes is suggestive of a common defect in sperm-based fertility in *mut-16* and *alg-3; alg-4* mutants. Indeed, spermatids of heat-stressed *alg-3; alg-4* mutants exhibit spermiogenesis defects, specifically arresting as spiky intermediates upon pronase E activation (25,32), comparable to the incidence of spermatids that arrest as spiky intermediates at the onset of temperature-sensitive sterility in *mut-16* mutants. Here, we show that heat stress causes a severe loss of *alg-3* and *alg-4* expression in *mut-16* mutants, that coincides with the spermiogenesis defects. Taken together, these results indicate *mut-16* and *alg-3; alg-4* mutants have analogous thermosensitive sperm-based infertility phenotypes. Furthermore, the *mutator* complex is intact, and thus amplification of *mutator-*dependent 22G-RNAs is not disrupted, in the *alg-3; alg-4* mutants, suggesting that down-regulation of *alg-3* and *alg-4* in the *mut-16* mutants is sufficient to induce the heat-sensitive sterility triggered by the observed spermiogenesis defects.

The ALG-3 and ALG-4 Argonautes bind 26G-RNAs, which are not synthesized by the *mutator* complex, so how does loss of *mut-16* trigger reduced 26G-RNA levels targeting ALG-3/4 pathway targets? Canonically, the production of 22G-RNAs is downstream of 26G-RNA biogenesis and relies on recognition of target transcripts by 26G-RNA-loaded RISC. Thus, a feedback loop is required for changes in 22G-RNA biogenesis to impact upstream 26G-RNA levels. In fact, a feedforward mechanism was previously proposed in which CSR-1-loaded 22G-RNAs packaged in sperm initiates production of 26G-RNAs that can be loaded into ALG-3/4 within the next generation's germline. Then ALG-3/4 recognition of sperm-enriched transcripts results in amplification of 22G-RNAs that can be loaded into CSR-1 and packaged in new sperm (32). However, this feedback mechanism does not explain how ALG-3/4-loaded 26G-RNAs are impacted by loss of MUT-16 as CSR-1-class 22G-RNAs do rely on *mutator* complex-dependent amplification. Previously, we identified a small RNA-mediated feedback loop in which MUT-16-dependent 22G-RNAs regulate the expression of the ERGO-1-class 26G-RNA biogenesis factor, ERI-6/7 (60). In this feedback mechanism, loss of MUT-16-dependent 22G-RNAs triggers reduced expression of trans-spliced *eri-6/7* mRNAs, thereby indirectly regulating the upstream production of ERGO-1-class 26G-RNAs (60). We hypothesize the loss of 26G-RNAs mapping to ALG-3/4 pathway targets, as well as *alg-3* and *alg-4*, observed in the *mut-16* mutant at 25ºC is the result of another small RNA-mediated feedback loop. Reduced ALG-3/4 protein levels due to loss of 22G-RNAs targeting *alg-3/4* mRNA levels could indirectly trigger reduced production and/or stability of 26G-RNAs mapping to ALG-3/4 pathway targets. Whether the small RNAs mapping to *alg-3* and *alg-4* act in autoregulation by the ALG-3/4 and CSR-1 pathway or direct regulation by one, or multiple, other RNAi pathway branches remains to be explored. Furthermore, our mRNA-seq and small RNA-seq data revealed the small RNAs that act to regulate the expression of *alg-3* and *alg-4* are thermosensitive. This putative small RNA-mediated feedback mechanism warrants additional exploration to determine how it modulates *alg-3* and *alg-4* expression in response to changes in environmental temperature and fluctuations in small RNA populations, and to further elucidate the complexities of the RNAi pathways that regulate developmental cellular programs. Moving forward, identifying the molecular mechanism(s) underlying thermosensitivity of small RNA populations will be critical for advancing our understanding of how appropriate gene expression is maintained across developmental time in the face of environmental perturbations.

As a consequence of the dysregulation of the ALG-3/4 pathway at elevated temperature in *mut-16* mutants, we show sperm gene expression is also developmentally dysregulated. This finding implicates the *Mutator* focus and *mutator* complex-dependent 22G-RNA amplification in coordinating the spermatogenesis developmental program. Coordination of initiation and termination of the spermatogenesis and oogenesis developmental programs is critical for maintaining the reproductive potential of *C. elegans*. Typically, in hermaphroditic *C. elegans*, the spermatogenesis and oogenesis programs occur sequentially during discrete developmental timeframes within the gonad (74). Our bioinformatic analyses revealed that loss of MUT-16-dependent 22G-RNA amplification triggers the developmental dysregulation of the spermatogenesis program, but largely does not impact the oogenesis program at the mRNA level. In addition, we found that when RNAi is disrupted, expression of sperm genes is more susceptible to perturbation by heat stress than that of oogenesis genes. Our previous work, coupled with our findings here, suggest that spermatogenesis- and oogenesis-enriched genes are controlled by distinct layers of regulatory mechanisms. Furthermore, our data points to the spermatogenesis- and oogenesis-enriched genes being independently coordinated such that expression of oogenesis genes does not rely on the termination of the spermatogenesis developmental program. These findings have broad implications for our understanding of the processivity and regulation of developmental programs in germ cells. For example, if the spermatogenesis and oogenesis programs can act on the same pool of germ cells at the same time, what drives the cell fate decision for each germ cell in the gonad? A substantial amount of work has mechanistically dissected the sex determination pathway in the germline of *C. elegans*. This work revealed that post-transcriptional regulatory modes play a role in the spermatogenesis-to-oogenesis switch by maintaining specific ratios of TRA-2 to FEM-3, which is a critical determinant of whether germ cells become sperm or oocytes (9–10,15–16,75). However, it remains unclear what coordinates these regulatory modes to ensure changes in the TRA-2 to FEM-3 ratios at specific developmental time points to enable sperm production followed by oocyte formation in hermaphrodites. Based on our findings, perhaps RNAi pathways play a role in maintaining robust coordination of the post-transcriptional regulatory modes that dictate the spermatogenesis-to-oogenesis switch. Future work will be needed to determine if RNAi pathways safeguard germ cell fate during heat stress by maintaining homeostatic *tra-2* and *fem-3* transcript levels, regulating the expression of factors that dictate the TRA-2 to FEM-3 ratio, or regulating other pathways that influence germ cell fate.

For sperm-based fertility, transcription of spermatogenesis genes is necessary during the narrow L4 developmental timeframe but must be suppressed during the adult developmental stage for proper oocyte-based fertility. Previous works have determined that appropriate regulation of spermatogenesis genes requires the ALG-3/4, CSR-1 and PRG-1 pathways, which localize to P granules – perinuclear germ granules that sit adjacent to *Mutator* foci (25,29,30,32,34–38,42,54,76–81). P granules are hallmarks of germ cell identity and persist in oocytes but are disassembled in spermatids during spermiogenesis, thus their presence within the adult germline is indicative of successful completion of the spermatogenesis to oogenesis program switch (82–84). Here we show that the absence of MUT-16-dependent small RNAs results in reduced spermatogenesis-enriched gene expression during the L4 stage and aberrant up-regulation of sperm genes in adults. This phenomenon is observed in *mut-16* mutants cultured at permissive temperature (20ºC) but is more pronounced at elevated temperature (25ºC) when the animals exhibit temperature-sensitive sterility. Delayed spermatogenesis in *mut-16* mutants experiencing heat stress could have sex-specific effects. In hermaphrodites, the mis-regulation of spermatogenesis could trigger a delay in the spermatogenesis-to-oogenesis switch, whereas in males the mis-regulation of spermatogenesis could result in prolonged production of post-meiotic spermatids. Indeed, we observed slightly increased numbers of post-meiotic spermatids in male *mut-16* mutants grown at elevated temperature. Moreover, heat-stressed hermaphroditic adult *mut-16* animals that should be undergoing oogenesis have aberrant expression of spermatogenesis-enriched genes, coupled with P granule abnormalities in their germ cells (39), suggesting a defect in the switch between the spermatogenesis and oogenesis programs. A similar pattern of reduced spermatogenesis gene expression during the L4 developmental stage followed by sperm gene up-regulation during adulthood has been previously observed in *prg-1* mutants, which have a defective piRNA pathway (42,85). Sterility in piRNA pathway mutants also correlates with abnormalities in *Mutator* foci and P granule formation (86). In addition, *csr-1* mutants, which have an aggregated P granule phenotype, and *C. elegans* that have been fed RNAi for *pgl-1, pgl-3, glh-1* and *glh-4*, and thus completely lack P granules, also exhibit increased expression of spermatogenesis genes in adults resulting in masculinization of the adult hermaphroditic germline (38). Taken together, these findings suggest that *Mutator* foci and P granules coordinate the PRG-1, CSR-1 and ALG-3/4 pathways to properly initiate and terminate the spermatogenesis developmental program.

Previously, a model was proposed in which P granules and the Argonaute, CSR-1, work together to coordinate the spermatogenesis-to-oogenesis switch through small RNA-mediated suppression of spermatogenesis-enriched gene transcript levels in germ cells at the beginning of oogenesis (38). This model builds on foundational work that discovered ALG-3 and ALG-4 bind 26G-RNAs complementary to sperm-enriched genes, and are expressed during spermatogenesis (L4 stage) to positively and negatively regulate sperm gene transcripts to maintain homeostatic mRNA levels to provide thermotolerant sperm-based fertility in males and hermaphrodites (25). Many ALG-3/4 pathway and CSR-1 pathway targets overlap, so it was proposed that regulation of targets by the ALG-3/4 pathway during the L4 stage triggers MUT-16-independent 22G-RNA production from sperm gene mRNAs for downstream loading into CSR-1 and WAGO-1 (32). These CSR-1-loaded 22G-RNAs are thought to then act in a transgenerational feedforward loop providing sperm-mediated transmission of the epigenetic memory of gene expression necessary for the next generation's fertility (32). These models relied on L4 stage-specific expression of ALG-3 and ALG-4 driving ALG-3/4 pathway function to appropriately regulate spermatogenesis-enriched genes; yet how temporal regulation of these Argonautes is achieved remained elusive until now. This work has identified a gene regulatory network architecture in which an RNAi to RNAi-mediated cascade regulates the function of an RNAi pathway branch to ensure homeostasis of a developmental program during stress. RNAi pathway-mediated gene regulation is critical for the viability of all animals, and there is exciting potential for more RNAi-mediated feedback network architectures that coordinate cellular programs in eukaryotes to be discovered in the future.

## Supplementary Material

gkae586_Supplemental_Files

## Data Availability

High-throughput sequencing data for mRNA-seq and small RNA-seq experiments generated during this study are available through Gene Expression Omnibus (GEO #: GSE226893). De-multiplexed raw sequencing data, in fastq format, for N2 and *mut-16(pk710)* adult mRNA-seq and small RNA-seq libraries used from (39) were obtained from NCBI’s Gene Expression Omnibus (GEO #: GSE134573). Source data are provided with this paper.

# Supplementary material for: Small RNA-mediated genetic switches coordinate ALG-3/4 small RNA pathway function
**Source:** Nucleic Acids Res. 2024 Jul 5;52(16):9431–49. doi: 10.1093/nar/gkae586
**Supplement:** gkae586_Supplemental_Files

SUPPLEMENTARY FIGURES AND FIGURE LEGENDS

SUPPLEMENTARY FIGURE S1

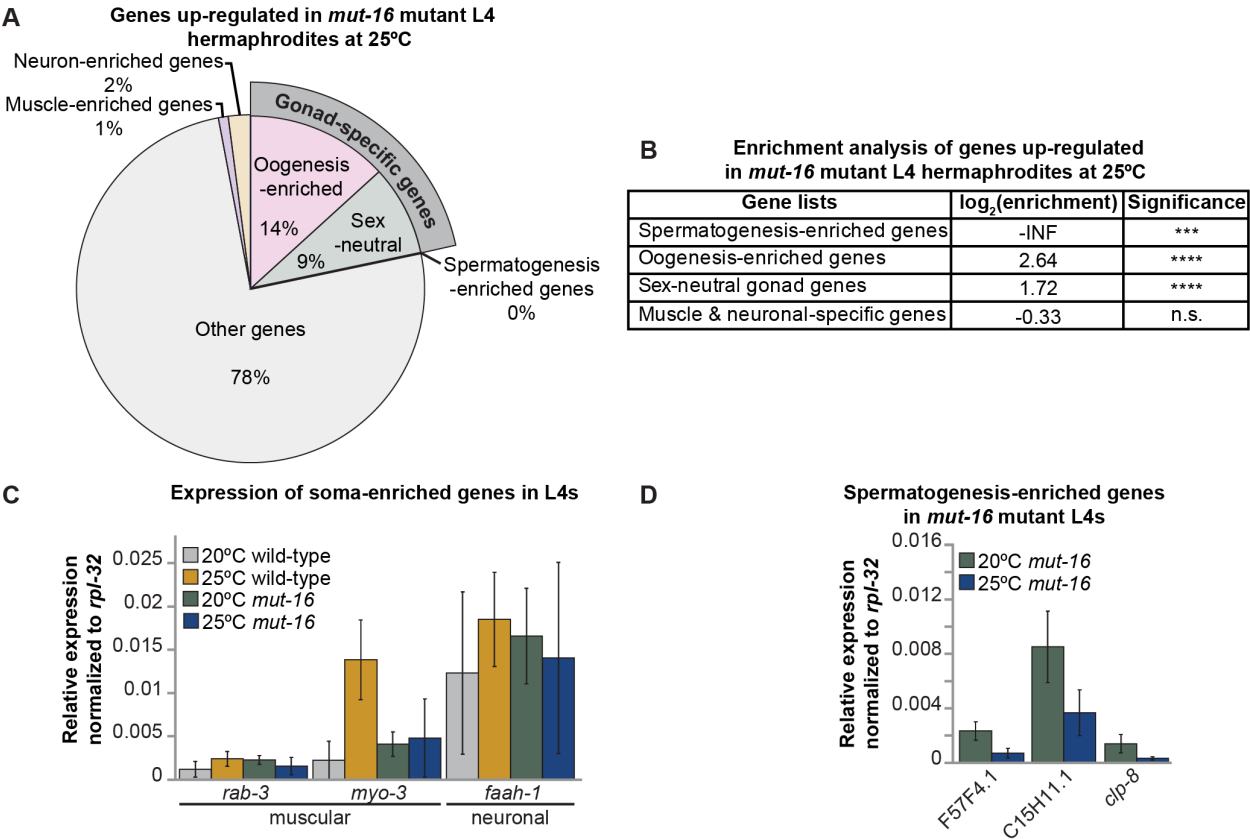

**Supplemental Figure S1. (A)** Percentages of gonad-specific and non-gonad-specific genes represented in the genes up-regulated exclusively in *mut-16* mutant L4s at 25°C. **(B)** Enrichment analysis for spermatogenesis, oogenesis, sex-neutral genes, and muscle-specific and neuronal-specific genes amongst the genes up-regulated during heat stress in *mut-16* mutants is shown. Two-tailed *p* values for enrichment or depletion were calculated using the Fisher's exact test function in R. -INF indicates there were no up-regulated genes overlapping with the gene list. n.s. denotes not significant and indicates a *p*-value > 0.05, \*\*\* indicates a *p*-value ≤ 0.001, and \*\*\*\* indicates a *p*-value ≤ 0.0001. **(A, B)** For each genotype and condition, two biological replicates were sequenced. **(C)** qRT-PCR for genes expressed in muscle and neuronal cells in wild-type and *mut-16* mutant L4 hermaphrodites grown at 20°C and 25°C, with bar graphs representing the mean and error bars indicating standard deviation. Expression is normalized to *rpl-32*. *n* = 4 biological replicates. **(D)** qRT-PCR of spermatogenesis-enriched genes (previously observed to be up-regulated in the germline of adult *mut-16* mutant hermaphrodites at 25°C<sup>25</sup>) in *mut-16* mutant L4 hermaphrodites grown at 20°C and 25°C, with bar graphs representing the mean and error bars indicating standard deviation. Expression is normalized to *rpl-32*. *n* = 4 biological replicates.

SUPPLEMENTARY FIGURE S2

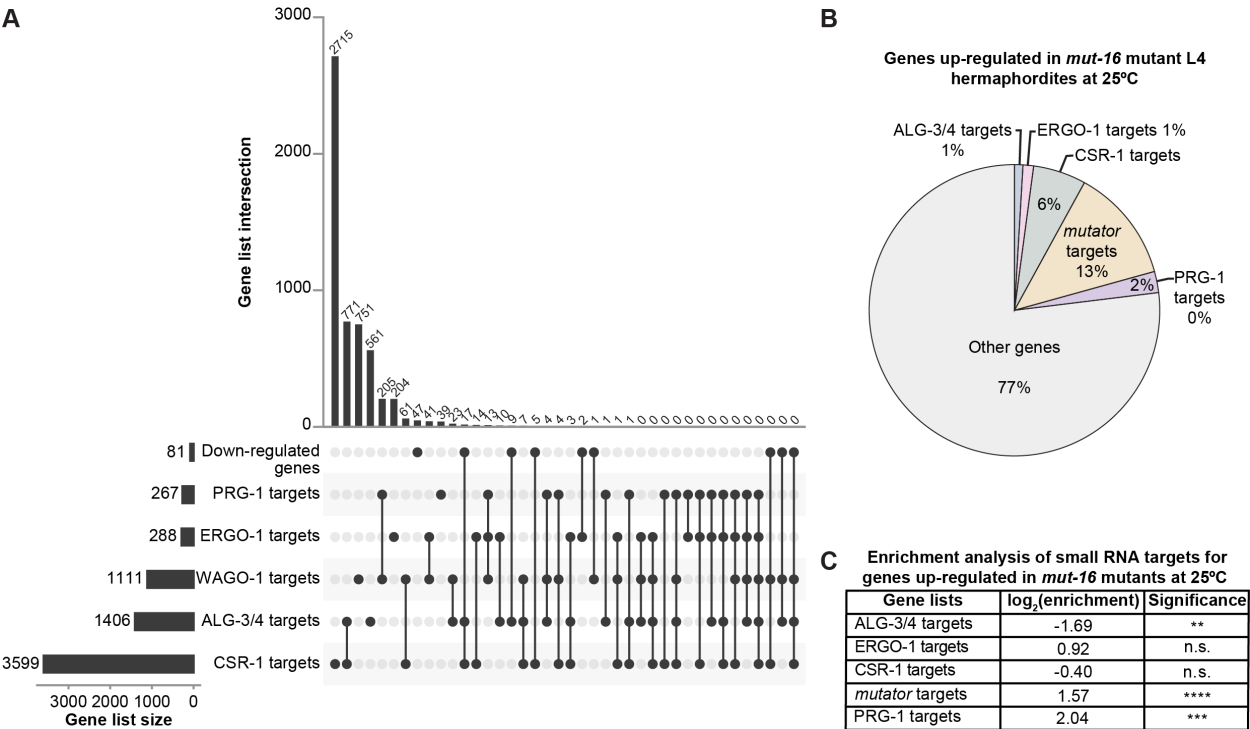

**Supplementary Figure S2. (A)** Upset plot depicting the overlap of genes targeted by distinct small RNA pathways (ALG-3/4, ERGO-1, CSR-1, WAGO-1, and PRG-1 pathways) and the genes down-regulated exclusively in *mut-16* mutant L4 hermaphrodites at 25°C. **(B)** Percentage of genes targeted by distinct small RNA pathways (ALG-3/4, ERGO-1, CSR-1, *mutator*, and PRG-1 pathways) represented in the genes up-regulated exclusively in *mut-16* mutant L4 hermaphrodites at 25°C. **(C)** Enrichment analysis for ALG-3/4, ERGO-1, CSR-1, *mutator*, and PRG-1 pathway targets amongst the genes up-regulated during heat stress in *mut-16* mutants is shown. Two-tailed *p* values for enrichment was calculated using the Fisher's exact test function in R. n.s. denotes not significant and indicates a *p*-value > 0.05, \*\* indicates a *p*-value ≤ 0.01, \*\*\* indicates a *p*-value ≤ 0.001, and \*\*\*\* indicates a *p*-value ≤ 0.0001. **(B, C)** For each genotype and condition, two biological replicates were sequenced.

# SUPPLEMENTARY FIGURE S3

A

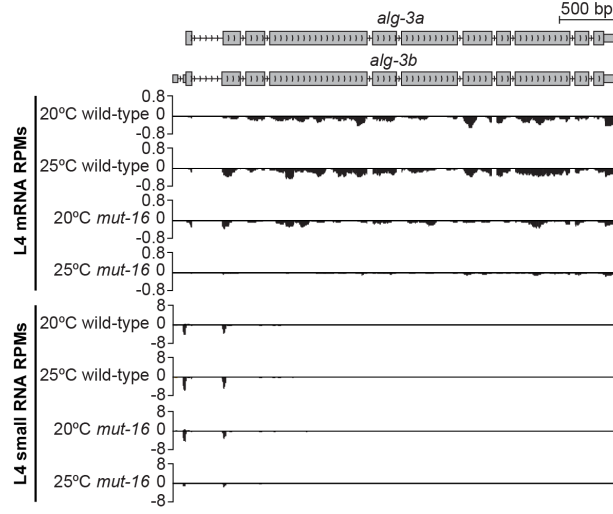

B

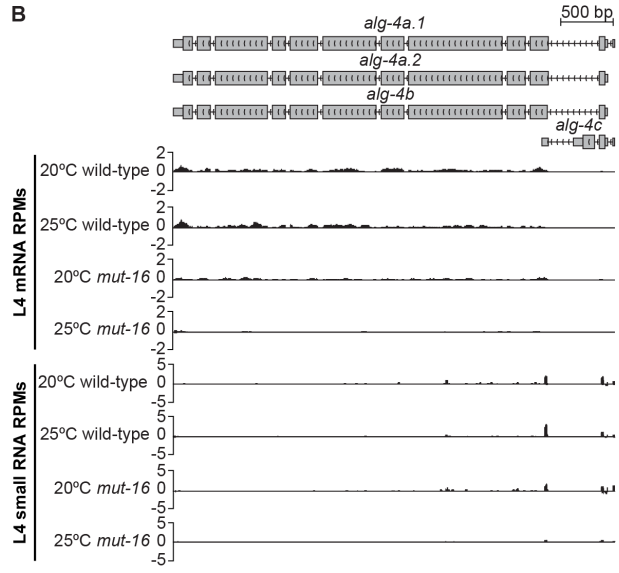

C

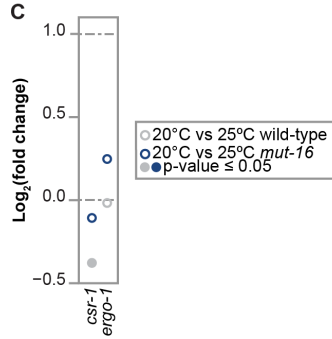

D

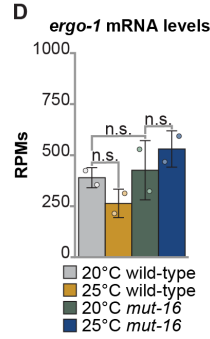

E

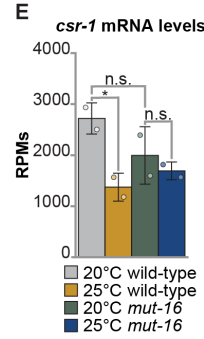

F

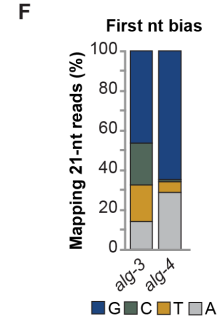

**Supplementary Figure S3.** Representative tracks shown for mRNA and small RNA reads per million (RPMs) mapping to the (A) *alg-3* and (B) *alg-4* genomic loci in wild-type and *mut-16* mutant L4 hermaphrodites cultured at 20°C and 25°C. (C) Strip plot showing the change in expression of *csr-1* and *ergo-1*. Circles represent the  $\log_2(\text{fold change})$  for each gene, as determined by DESeq2, for comparisons between wild-type L4 hermaphrodites cultured at 20°C and 25°C (gray) and *mut-16* mutant L4 hermaphrodites cultured at 20°C and 25°C (blue). Filled circles indicate a significant *p* value as determined by DESeq2 (*p*-value  $\leq 0.05$ ). mRNA reads mapping to (D) *ergo-1* and (E) *csr-1* are counted, in reads per million (RPMs), for wild-type and *mut-16* mutant L4 animals cultured at 20°C and 25°C. (D, E) Bar graphs represent the mean with dots representing summed RPMs for biological replicates and error bars indicating standard deviation. Two-tail Welch's *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a *p*-value  $> 0.05$ , \* indicates a *p*-value  $\leq 0.05$ . (F) Shown is the percentage of 21-nt reads mapping to *alg-3* and *alg-4* with A, T, C, or G represented in the first position of the read in wild-type L4 hermaphrodites cultured at 20°C

# SUPPLEMENTARY FIGURE S4

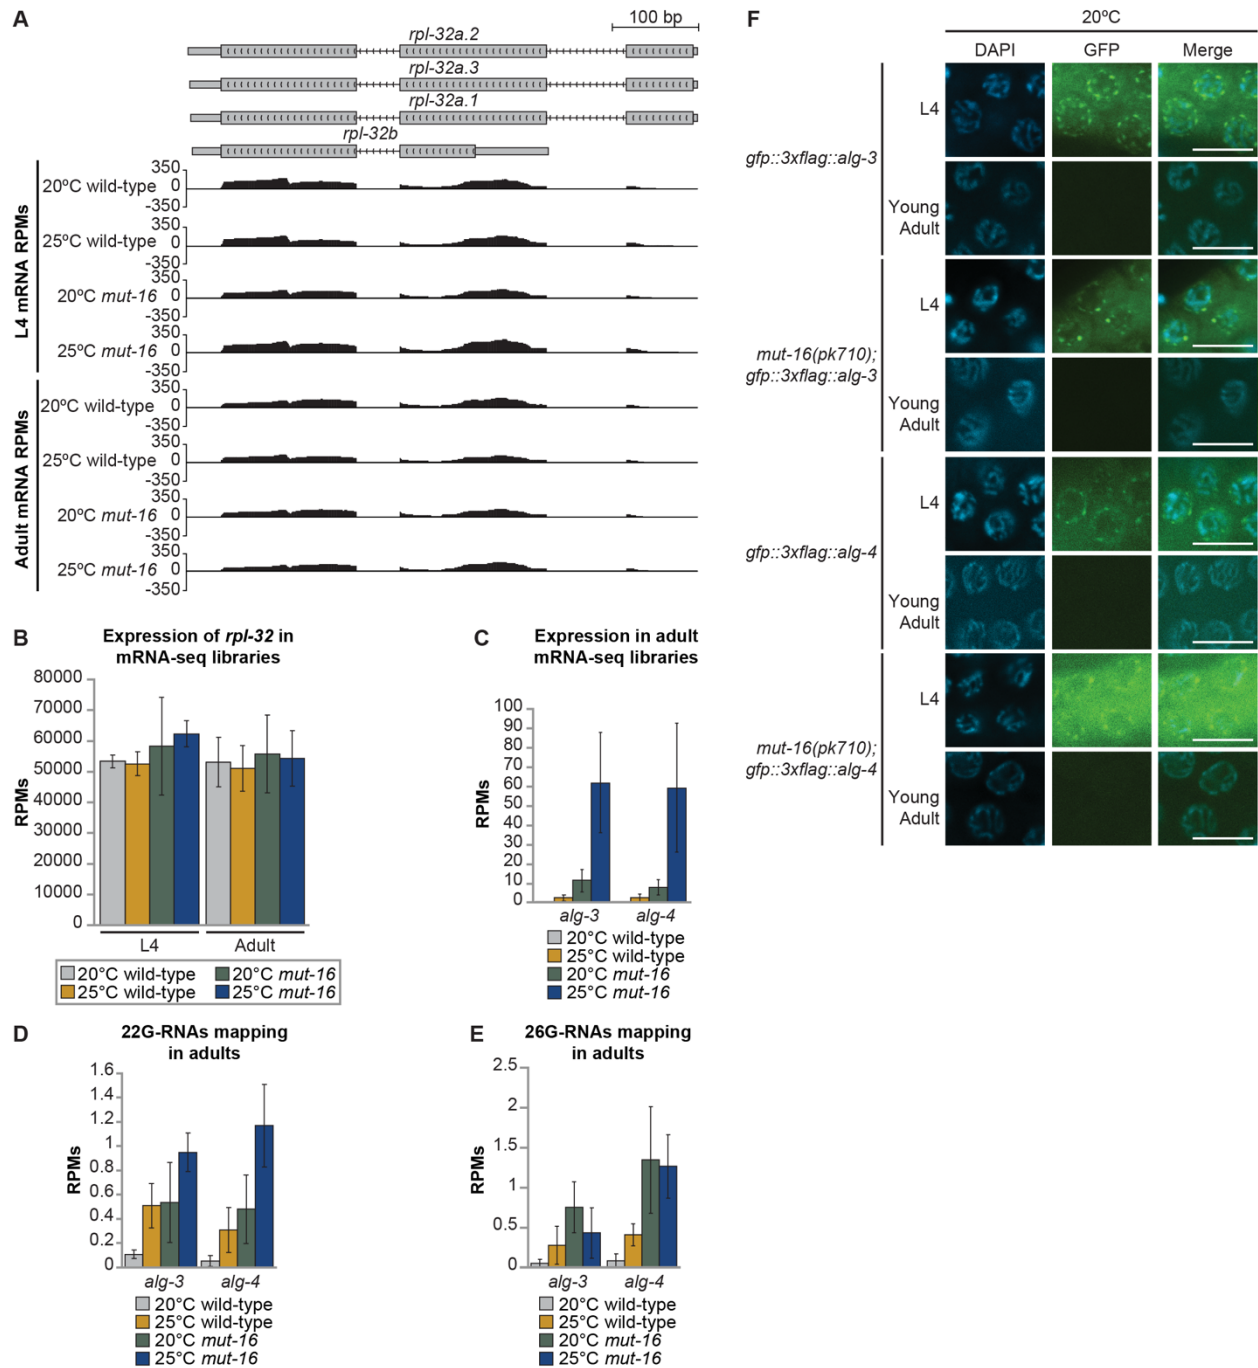

**Supplementary Figure S4.** (A) Representative track of mRNA reads per million (RPMs) mapping to the *rpl-32* genomic locus in wild-type and *mut-16* mutant L4 and adult hermaphrodites cultured at 20°C and 25°C. (B) mRNA reads mapping to *rpl-32* are counted, in reads per million (RPMs), for wild-type and *mut-16* mutant L4 and adult hermaphrodites cultured at 20°C and 25°C. (C) mRNA transcripts mapping to *alg-3* and *alg-4* are counted, in reads per million (RPMs), for wild-type and *mut-16* mutant adult hermaphrodites cultured at 20°C and 25°C. (D) 22G-RNAs and (E) 26G-RNAs mapping to *alg-3* and *alg-4* are counted, in reads per million (RPMs), for wild-type and *mut-16* mutant adult hermaphrodites cultured at 20°C and 25°C. (F) Representative fluorescence microscopy images of germline nuclei from the proximal end of gonads of L4 and young adult stage animals expressing GFP::3XFLAG::ALG-3 or GFP::3XFLAG::ALG-4 in the wild-

type and *mut-16* mutant background grown at 20°C. Scale bars indicate 10  $\mu$ m. **(B, C, D, E)** Bar graphs represent the mean and error bars indicating standard deviation. **(A, B, C, D, E)** For each genotype and condition, two biological replicates were sequenced for L4-stage animals and three biological replicates were sequenced for adult-stage animals.

## SUPPLEMENTARY FIGURE S5

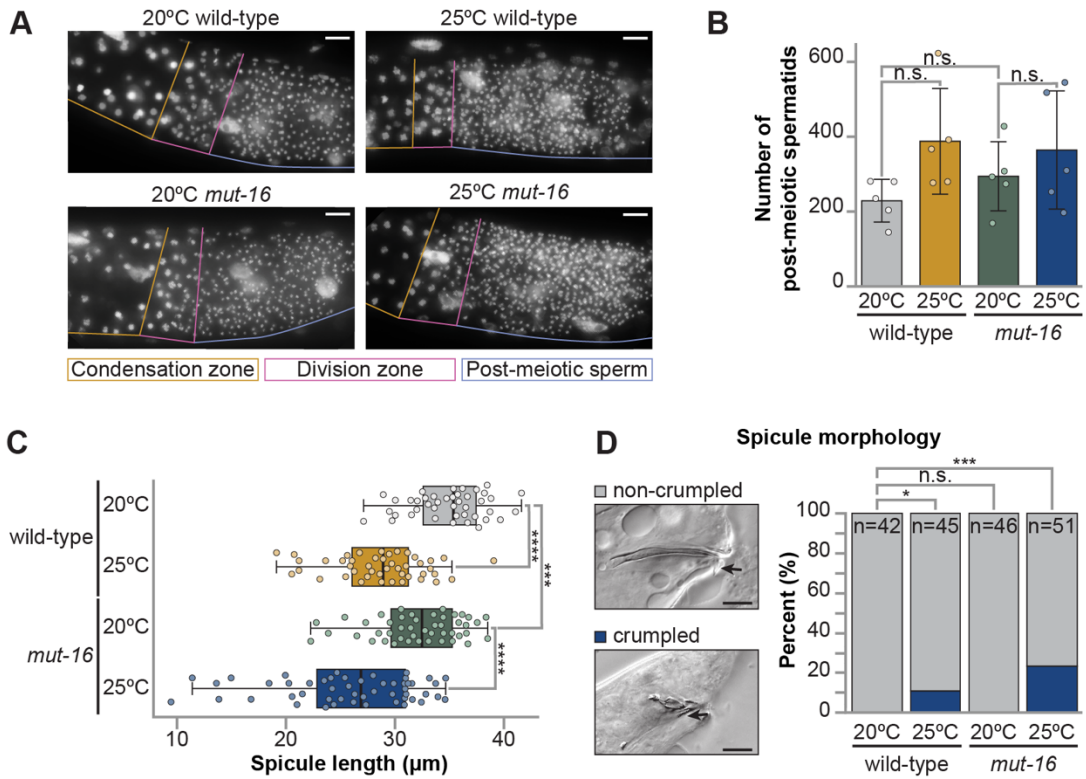

**Supplementary Figure S5. (A)** DAPI-stained nuclei in adult male gonads of wild-type and *mut-16*(*pk710*) animals cultured at 20°C or 25°C. Regions of the gonad are labeled: condensation zone (gold), meiotic division zone (pink), and haploid spermatids (blue). Five individual gonads were imaged for each genotype per condition. Scale bar indicates 10  $\mu$ m. **(B)** Number of post-meiotic haploid spermatids in five male gonads of wild-type and *mut-16*(*pk710*) animals cultured at 20°C or 25°C are shown, with bar graphs representing the mean and error bars indicating standard deviation. **(C)** Box plots depicting average spicule length, in  $\mu$ m, measured for wild-type males grown at 20°C (n = 42), wild-type males grown at 25°C (n = 45), *mut-16* mutant males grown at 20°C (n = 46), and *mut-16* mutant males grown at 25°C (n = 51). Circles represent each spicule measured. Bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represented the most extreme data points within 1.5 times the interquartile range, excluding outliers. **(D)** Bar graphs depicting percentage of spicules that were normal/non-crumpled (gray) or crumpled (blue) for wild-type and *mut-16*(*pk710*) males grown at 20°C or 25°C. At least 42 spicules were assessed for each genotype per condition. Representative images of non-crumpled and crumpled spicules are shown. Black arrows indicate the tip of the measured spicule. Scale bar indicates 10  $\mu$ m. For **(B, C, D)** two-tail Welch's *t*-tests were performed to determine statistical significance. n.s. denotes not significant and indicates a p-value > 0.05, \* indicates a p-value  $\leq$  0.05, \*\*\* indicates a p-value  $\leq$  0.001, and \*\*\*\* indicates a p-value  $\leq$  0.0001.

SUPPLEMENTARY FIGURE S6

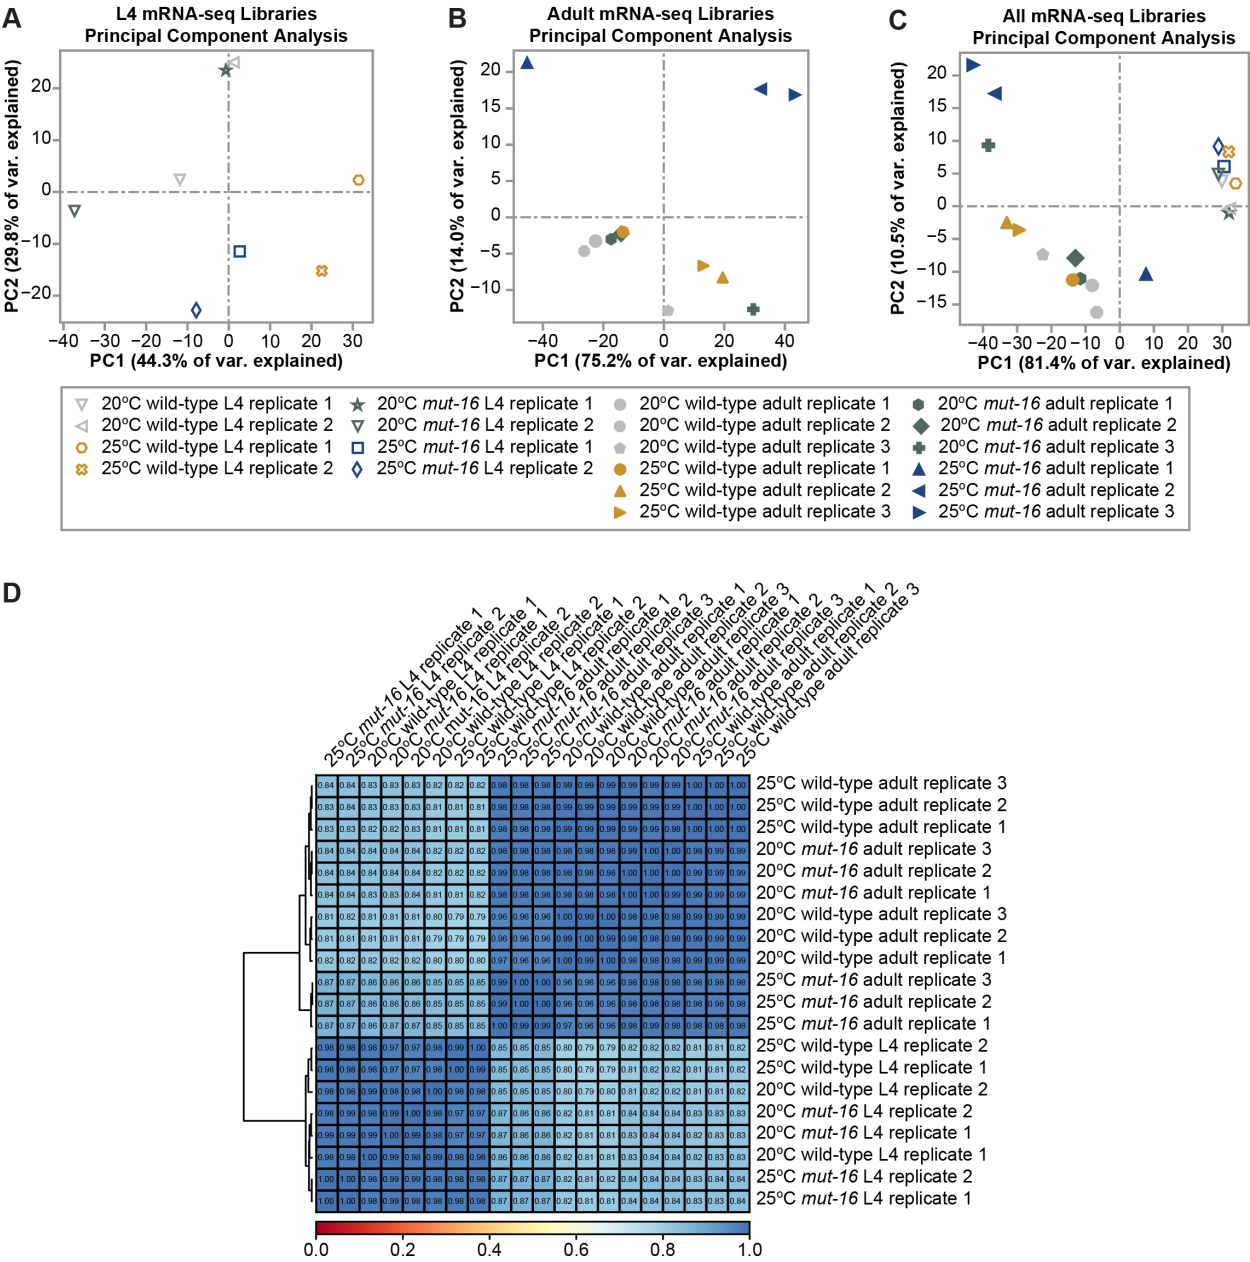

**Supplementary Figure S6.** Principal Component Analysis plots for **(A)** L4 mRNA-seq libraries, **(B)** adult mRNA-seq libraries, and **(C)** all mRNA-seq libraries. The key for the Principal Component Analysis plot symbols is shown below the plots. **(D)** Hierarchical clustering of global correlation coefficients between samples heat map for all mRNA-seq libraries.

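For the L4 mRNA-seq libraries, principal components were computed here from the log2 CPM of the 1000 genes with the largest variance, centred per gene. The first component held 41.1% of the variance, the second 37.4% and the third 9.06%. The first component set the wild-type libraries at 25ºC (37.7 and 32.9) against the *mut-16* libraries at 20ºC (−30.3 and −29.5). The second component set the wild-type libraries at 20ºC (30.0 and 30.2) against the *mut-16* libraries at 25ºC (−32.6 and −32.5). In the plane of these components the replicates of each group lay closer to each other than to any library of another group.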

SUPPLEMENTARY FIGURE S7

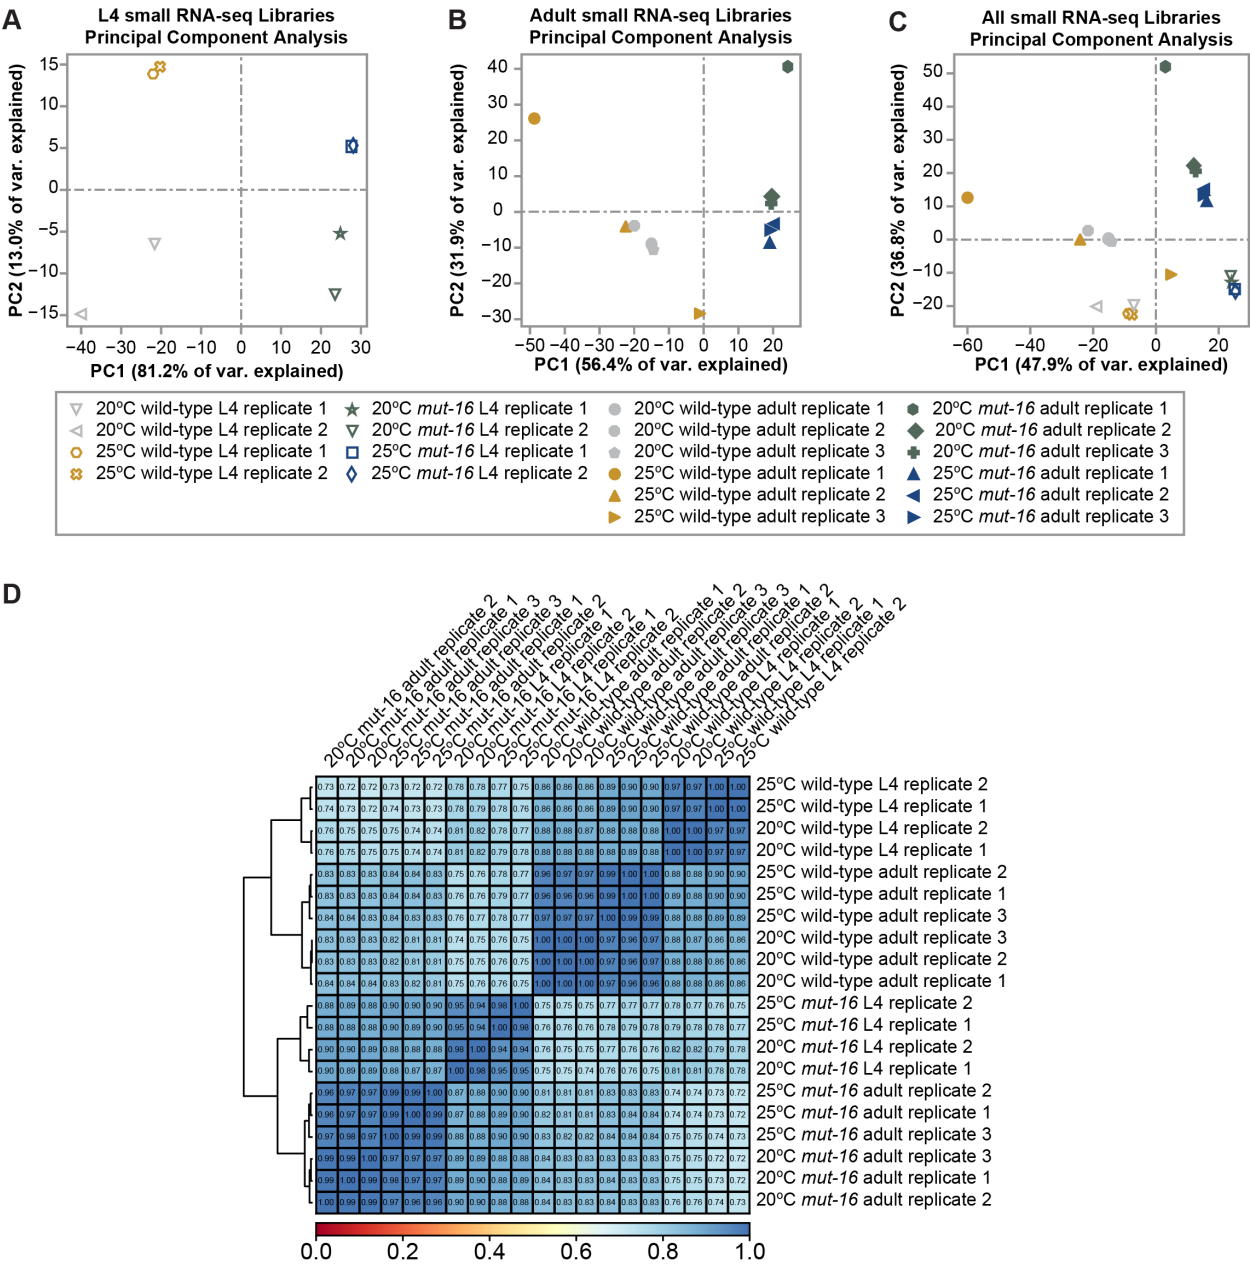

**Supplementary Figure S7.** Principal Component Analysis plots for (A) L4 small RNA-seq libraries, (B) adult small RNA-seq libraries, and (C) all small RNA-seq libraries. The key for the Principal Component Analysis plot symbols is shown below the plots. (D) Hierarchical clustering of global correlation coefficients between samples heat map for all small RNA-seq libraries.

## SUPPLEMENTARY TABLES.

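The table counts, for each library, all reads, those mapping to the genome and those mapping to the WS258 mRNA, ncRNA and pseudogenic transcripts. For the L4 mRNA-seq libraries, the total of the deposited expected counts was 12178652 and 10813182 in wild-type at 20ºC, 10997327 and 12259242 in wild-type at 25ºC, 9914054 and 12552698 in *mut-16* mutants at 20ºC, and 12276553 and 13227929 in *mut-16* mutants at 25ºC (replicates 1 and 2). Each total is within 1 count of the paper's number of reads mapping to transcripts for that library. These are between 32.7% and 41% of the paper's total reads. Between 16728 and 17374 genes had at least 1 expected count per library.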

**Supplementary Table 1.** Library mapping statistics.

| <b>Library</b>                                             | <b>Total Reads</b> | <b>Reads mapping to the WS258 genome</b> | <b>Reads mapping to WS258 mRNA, ncRNA, and pseudogenic transcripts</b> |
|------------------------------------------------------------|--------------------|------------------------------------------|------------------------------------------------------------------------|
| N2 20°C (L4) mRNA replicate 1                              | 31,939,154         | 31,205,387                               | 12,178,652                                                             |
| N2 20°C (L4) mRNA replicate 2                              | 30,602,733         | 29,929,582                               | 10,813,181                                                             |
| <i>mut-16(pk710)</i> 20°C (L4) mRNA replicate 1            | 24,731,385         | 24,088,431                               | 9,914,053                                                              |
| <i>mut-16(pk710)</i> 20°C (L4) mRNA replicate 2            | 30,619,535         | 29,908,181                               | 12,552,697                                                             |
| N2 25°C (L4) mRNA replicate 1                              | 33,666,511         | 32,906,790                               | 10,997,326                                                             |
| N2 25°C (L4) mRNA replicate 2                              | 35,045,891         | 34,206,941                               | 12,259,241                                                             |
| <i>mut-16(pk710)</i> 25°C (L4) mRNA replicate 1            | 33,728,292         | 32,980,606                               | 12,276,552                                                             |
| <i>mut-16(pk710)</i> 25°C (L4) mRNA replicate 2            | 33,333,928         | 32,621,587                               | 13,227,929                                                             |
| N2 20°C (L4) total small RNA replicate 1                   | 15,614,472         | 13,455,532                               | 5,028,484                                                              |
| N2 20°C (L4) total small RNA replicate 2                   | 20,125,845         | 17,400,105                               | 6,766,449                                                              |
| <i>mut-16(pk710)</i> 20°C (L4) total small RNA replicate 1 | 12,469,506         | 10,616,417                               | 1,999,811                                                              |
| <i>mut-16(pk710)</i> 20°C (L4) total small RNA replicate 2 | 16,087,139         | 13,679,596                               | 2,687,301                                                              |
| N2 25°C (L4) total small RNA replicate 1                   | 15,716,559         | 13,559,035                               | 4,826,359                                                              |
| N2 25°C (L4) total small RNA replicate 2                   | 14,611,216         | 12,635,423                               | 4,540,738                                                              |
| <i>mut-16(pk710)</i> 25°C (L4) total small RNA replicate 1 | 12,332,587         | 10,427,740                               | 2,140,943                                                              |
| <i>mut-16(pk710)</i> 25°C (L4) total small RNA replicate 2 | 12,592,284         | 10,981,746                               | 2,076,206                                                              |

**Supplementary Table 2.** Oligonucleotide sequences.

| Primer name                 | Sequence               |
|-----------------------------|------------------------|
| AR.020 <i>rpl-32</i> qPCR F | CAAGGTCGTCAAGAAGAAGC   |
| AR.021 <i>rpl-32</i> qPCR R | GGCTACACGACGGTATCTGT   |
| AR.030 <i>rab-3</i> qPCR F  | GCCTTCGTCTCTACTGTCGG   |
| AR.031 <i>rab-3</i> qPCR R  | CGGCGGTATCCCAGATTTGA   |
| AR.032 <i>myo-3</i> qPCR F  | GCCTACGCTGATGCTCAGAA   |
| AR.033 <i>myo-3</i> qPCR R  | CCTTCTGGCGTTGTTCCCTCT  |
| AR.036 <i>faah-1</i> qPCR F | TTCACACCAACACCTGCACT   |
| AR.037 <i>faah-1</i> qPCR R | TGGAATGACTGTATGTCCGGC  |
| AR.038 F57F41.1 qPCR F      | GGCCGCATCAATTTCAAGC    |
| AR.039 F57F41.1 qPCR R      | CGTGTTAACTCGGGCCTCTT   |
| AR.050 <i>alg-3</i> qPCR F  | GGATCTGGTTCACTGTCACC   |
| AR.051 <i>alg-3</i> qPCR R  | CGACAGGAGGTGATAAAGATCC |
| AR.052 <i>alg-4</i> qPCR F  | CCTGCCACTTGCCGTAGTTA   |
| AR.053 <i>alg-4</i> qPCR R  | CCTTCGATCTTCCGTACTTCAC |

How the deposited data were processed for this re-analysis (not part of the article)

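The 8 libraries are mRNA-seq libraries of whole L4 hermaphrodites, 2 biological replicates each of wild-type (N2) and *mut-16(pk710)* at 20ºC and at 25ºC. Animals were harvested as L4s, about 56 h after plating at 20ºC and about 39 h after plating at 25ºC. Each file holds 1 library, with expected counts per gene. According to the authors, adapters were trimmed with Cutadapt, reads were quantified with Salmon on the mRNA, ncRNA and pseudogenic transcripts of WS258, and the expected counts of the transcripts were summed per gene before the files were deposited, with no scaling for library size or gene length. The values in the files fit that unit: they are not negative, are mostly whole, and sum per library to within 1 of the number of reads mapping to transcripts that the paper gives. The small RNA-seq libraries and the adult libraries of the study were not analysed here.

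Each file has 46453 gene names. Of these, 46260 (99.6%) were matched to the Ensembl release 115 annotation of WBcel235, and 189 were not, which held at most 0.0587% of a library's counts. A further 4 names are repeated, with 0 counts. Coordinates, exon numbers and gene classes were taken from that annotation. All value columns of the files were used (columns not used: 0). Totals per library lay between 9914054 and 13227929, and TMM factors between 0.858 and 1.10. Where the 2 libraries of a group each have 10 counts of a gene, counting noise alone leaves a wide interval on its fold change, so genes near the filter carry little weight, and with 2 replicates per group the spread of a single gene is taken largely from the other genes.

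Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Counts were rounded, genes were kept by filterByExpr by group (minimum count 10, minimum total 15), libraries were scaled by TMM, and 13972 genes were fitted with the quasi-likelihood model on 4 groups with no block. The common dispersion was 0.0153, a biological coefficient of variation of 0.124. The contrasts were heat stress in wild-type, heat stress in *mut-16*, the mutation at 20ºC, the mutation at 25ºC, *mut-16* at 25ºC against wild-type at 20ºC, and the interaction of genotype and temperature. P-values were adjusted by Benjamini-Hochberg within each contrast. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 1, and for the interaction and for genes named singly at an adjusted p of at most 0.05 alone. Exclusive lists hold genes called between the temperatures in *mut-16* and called in neither direction by heat stress in wild-type or by the mutation at 20ºC. CPM values are TMM-normalized, with a prior count of 2 where logs were taken. RPM values use the total of the file as the denominator.

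Gene sets were tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01, adjusted over all sets and contrasts, and with fry and an estimated correlation as alternatives. The model, the contrasts and the thresholds were fixed before the data were examined. So were the alternatives, apart from those marked as chosen after seeing the data. The 15 sets were fixed beforehand too, by gene class or named members. They include the major sperm protein family, the sperm-named classes, oocyte and eggshell genes, muscle genes, neuron genes, vitellogenin genes with *col-19*, cuticle collagens, a small heat shock set, the mitotic germline and P granule genes, ribosomal proteins, the factors of Figure 3A and the genes of Figure 6C I, III and IV. Enrichment in the exclusive lists was tested with Fisher's exact test against all genes tested, and single values per library with exact permutation tests. Genes named in the text are *mut-16*, every gene the paper names with an mRNA measure, and from each exclusive list the 5 genes with the largest change among those with a mean log2 CPM of at least 0 and no overlap between the 2 groups of libraries. A fold change against libraries that all have at most 3 counts is given as a lower bound. The bound takes the counts of the other group as exact and leaves out the spread between replicates.

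The alternatives were DESeq2 1.42.0 on all libraries or on the 4 libraries compared, RLE or total-count scaling, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, only the 2 groups compared, the adjusted p alone, glmTreat, RPM without the 50 most abundant genes or with TMM-scaled totals, and each library left out in turn. For replicate numbers, the deviations of same-numbered libraries from their group means correlated over genes between −0.16 and 0.07, so the numbers were not taken as pairs. Gene-length checks drew 10000 lists of other genes matched on length and mean expression. Principal components used the 1000 most variable genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

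The steps were tested on simulated data with 8 libraries and 13698 genes, 200 of them changed only in the heated mutant: 191 (95.5%) were recovered with the right sign and 6 unchanged genes were called, and DESeq2 on 4 libraries recovered 178 with 1 false call. No gene was called in the unchanged comparisons. A further 30 genes were shifted by a log2 fold change of −1 in the heated mutant and counted neither as recovered nor as false calls. The 200 genes were drawn away from low counts, with changes beyond the fold-change cutoff. Genes were simulated independently, with a spread that followed the trend over expression. The recovery therefore does not cover low counts, changes near the cutoff or correlated genes. The paper's published gene lists, and sequence-based checks such as GC content, were not used here.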

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

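Of the tests described here, the 2 on gene length were chosen before their results were seen, and the others only after. Several results stood out because the effect of heat stress differed between wild-type and *mut-16* mutants by a test of the interaction. It had an adjusted p of at most 0.05 for 222 genes that were higher and 209 that were lower in the mutant (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment, 13972 genes tested), and an unadjusted p under 0.05 for 2721. The median interaction was −1.42 over the major sperm protein family, −0.81 over the sperm-named classes and 1.16 over the oocyte and eggshell genes on the log2 scale. Without wild-type 20ºC replicate 1 the oocyte value was 0.68. With camera's correlation estimated from the data, the adjusted p of these 3 sets lay between 0.386 and 0.480, so the calls rest on the preset correlation, and their directions did not change under the alternatives tried.

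For the lower sperm gene expression in *mut-16* mutants at 25ºC compared to 20ºC, several technical explanations were set against the data. Library scaling moves each set alike, yet the oocyte median lay above the major sperm protein median by 1.97. A smaller share of RNA from the germline as a whole would lower oocyte genes too, and their median was 1.04. That value cannot decide on a smaller share of cells in spermatogenesis, since RNA of whole animals does not separate cell numbers from expression per cell. Lists of other genes matched on length and expression had medians down to −0.091 for the major sperm protein family and −0.14 for the sperm-named classes at the lower end of their central range, above the medians of both sets. Reads that move between major sperm protein paralogs would leave the family total level, and its log2 ratio was −0.94. What stays open is the share of cells in spermatogenesis and the point within the L4 stage. The collagen median was 1.27 in the same comparison, and with 1 harvest time per temperature a difference in stage and an effect of heat stress on the mutant cannot be told apart for the sperm genes. Wild-type was harvested at about the same hours, with medians of 0.51 for the major sperm protein family and 0.22 for the sperm-named classes, which leaves an effect of the genotype on sperm gene expression, directly or through the pace of development, as a hypothesis. A mix-up of genotypes would not leave *mut-16* low in the 4 mutant libraries.

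The oocyte and eggshell genes were lower in *mut-16* mutants than in wild-type at 20ºC and higher in the mutant at 25ºC than at 20ºC. Scaling would move the mitotic germline set with them, and the oocyte median exceeded it by 1.10 in the mutant between the temperatures. An earlier point of the L4 stage in the mutant at 20ºC may be a part of it, since the median of the vitellogenin genes and *col-19*, which come up late, was −1.38 in the mutant compared to wild-type at 20ºC. That set did not rise with the oocyte genes between the temperatures in the mutant, where its median was −0.13 with 3 genes higher and 4 lower, which decides nothing. The animals were harvested as L4s with no separate measure of the point within the stage, so stage and genotype cannot be told apart for these genes.

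Cuticle collagen genes, which the paper does not discuss, stood out in data outside its claims. Their median log2 fold change upon heat stress was 1.25 in wild-type and 1.27 in *mut-16* mutants, with 103 and 105 of 124 tested genes higher. The difference between the collagen and ribosomal protein medians in the mutant was 1.08, which one scaling factor per library cannot give. Matched lists reached a median of 0.16 at the upper end of their central range in wild-type, and the total over the class rose by a log2 ratio of 1.07 in wild-type, so that neither gene length nor reads moving between paralogs accounts for the rise. The adult-onset collagen *col-19* itself rose by 1.95 in wild-type, while the adult-onset set of *col-19* and the vitellogenin genes had a median of −0.41 with 3 genes higher and 4 lower, so the set gives no direction. Whether heat stress or a different point of the L4 stage at 39 h and 25ºC raised them cannot be told apart in this design, since each temperature has its own harvest time. GC content was not tested.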

How the results depend on the processing

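Fits of DESeq2 on 4 libraries to single genes, and the exclusive lists made with other rules for omitting genes or with DESeq2's default filtering, were alternatives chosen after seeing the data, and the others were set before. The counts of called genes depended most on the threshold. With the adjusted p alone, heat stress in wild-type gave 1556 higher and 1344 lower genes, the mutation at 20ºC 375 and 803, heat stress in *mut-16* 1077 and 625, the mutation at 25ºC 1073 higher genes, *mut-16* at 25ºC against wild-type at 20ºC 1104 higher genes, and the exclusive list 253 lower genes. The rise follows from leaving out the fold-change threshold. With glmTreat against a log2 fold change of 1, which asks for evidence beyond that threshold, the counts in the same order of comparisons were 249 and 106, 73 and 43, 178 and 33, 108 and 299, and 211 and 249, with 15 and 18 for the interaction and 82 and 18 for the exclusive lists.

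With at least 10 counts in every library, fewer genes were tested, and 124 were higher with the mutation at 20ºC, 264 with the mutation at 25ºC, 310 in *mut-16* at 25ºC against wild-type at 20ºC and 127 in the exclusive list. The median of the fertilization genes of Figure 6C in *mut-16* between the temperatures turned from −0.92 to 0.42 as genes left the set, and that of the sperm-named classes in wild-type was 0.22 with an adjusted p of 0.038. With no filter beyond 1 count, 382 genes were lower upon heat stress in *mut-16*, the interaction had 668 higher and 543 lower genes and the exclusive list 242 lower genes, and the medians of the muscle genes (−0.29, adjusted p 0.021), the spermiogenesis genes (−0.61, adjusted p 0.020) in *mut-16* and the sperm-named classes in wild-type (0.22, adjusted p 0.025) passed the threshold upon heat stress. The cause was not tested.

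Total-count scaling moved the median log2 fold change of all genes to −0.25 for heat stress in wild-type, 0.18 for the mutation at 25ºC and 0.19 for the interaction. With it, 487 genes were higher and 1041 lower upon heat stress in wild-type, the interaction had 517 higher and 139 lower genes, the median of the sperm-named classes in wild-type was −0.021 (above the median of all genes) and that of the collagens in the interaction was 0.35 (adjusted p 0.021). The shift of all genes accounts for the direction of these moves. Summed over the sperm-named classes with TMM-scaled totals, the log2 ratio in wild-type upon heat stress was 0.42, and that of the oocyte genes with the mutation at 25ºC was 0.38. The wild-type change of *alg-4* was 0.24 as CPM in place of a ratio to *rpl-32*.

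DESeq2 on all libraries moved the medians of the neuron genes (−0.12) and the collagens (1.01) upon heat stress in *mut-16*, of the collagens (−0.45) and the neuron genes (0.19) with the mutation at 20ºC, and of the collagens in the interaction (0.12). With only the 2 groups compared, the exclusive list had 232 lower genes, and the mutation at 20ºC gave −0.57 for the collagens and 0.19 for the neuron genes. The exclusive list had 76 lower genes with DESeq2 on 4 libraries and 841 when *mut-16* at 25ºC was compared to wild-type at 20ºC. With DESeq2 on 4 libraries and other omission rules it had 84 lower genes, and 418 higher genes when only genes called lower were omitted. With default filtering there were 73 lower genes, and 81 lower and 431 higher genes under those rules. With edgeR and only genes called lower omitted there were 512 higher genes. The cause was not tested.

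With the replicate number as a block, although the numbers do not pair the libraries, 723 and 555 genes were called for heat stress in wild-type, 200 and 380 for the mutation at 20ºC, 617 and 225 for heat stress in *mut-16*, 427 and 1162 for the mutation at 25ºC, 571 and 1147 for *mut-16* at 25ºC against wild-type at 20ºC, and 159 and 157 for the interaction. The median of the muscle genes upon heat stress in *mut-16* stayed at −0.28 with an adjusted p of 0.046. The adjusted p upon heat stress in *mut-16* was 0.049 for *alg-4*, 0.066 for *fer-1* and 0.063 for B0035.7.

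With camera's correlation estimated from the data, no set had an adjusted p of at most 0.05 (0.105 to 0.889 over the sets named next). Those that had passed with the preset value included, upon heat stress in *mut-16*, the major sperm protein family (−0.93), the sperm-named classes (−0.58), the oocyte genes (1.04), the collagens (1.27) and the ribosomal proteins (0.20). Upon heat stress in wild-type they included the major sperm protein family (0.51), the collagens (1.25) and the ribosomal proteins (0.54), and with the mutation at 20ºC the major sperm protein family (−1.0), the sperm-named classes (−0.77), the oocyte genes (−0.87), the collagens (−0.61), the vitellogenin genes with *col-19* (−1.38) and the muscle genes (0.30). In the interaction they included the major sperm protein family (−1.42), the sperm-named classes (−0.81) and the oocyte genes (1.16), and with the mutation at 25ºC the major sperm protein family (−2.50), the sperm-named classes (−1.5) and the oocyte genes (0.33). With fry, the sets named here lost their call except the collagens in these comparisons and the 2 sperm sets with the mutation at 25ºC, and the neuron genes with the mutation at 20ºC gained one (0.14, adjusted p 0.044). Fry asks whether the genes of a set change and camera whether they change more than other genes.

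Across the fits that each left out 1 library, the medians ranged as follows. Upon heat stress in *mut-16*: muscle genes −0.41 to −0.20, neuron genes −0.12 to −0.014 (without *mut-16* 20ºC replicate 1), spermatocyte division −0.52 (without *mut-16* 20ºC replicate 2) to −0.13 (without *mut-16* 20ºC replicate 1), spermiogenesis −0.77 (without *mut-16* 20ºC replicate 2) to −0.48, fertilization −1.03 to 0.15 (without *mut-16* 25ºC replicate 2) and ribosomal proteins −0.023 (without *mut-16* 20ºC replicate 2) to 0.46 (without *mut-16* 20ºC replicate 1). Upon heat stress in wild-type: major sperm protein family 0.28 (without wild-type 20ºC replicate 2) to 0.87 (without wild-type 20ºC replicate 1), sperm-named classes 0.0080 (without wild-type 25ºC replicate 2) to 0.47 (without wild-type 25ºC replicate 1), oocyte genes −0.47 (without wild-type 20ºC replicate 2) to 0.24 (without wild-type 20ºC replicate 1) and collagens 1.25 to 1.45. With the mutation at 20ºC: major sperm protein family −1.27 to −0.66, oocyte genes −1.21 to −0.44, muscle genes 0.27 to 0.46 and neuron genes 0.14 to 0.25, where the second value of each is the one without wild-type 20ºC replicate 1, and collagens −0.70 to −0.38 (without wild-type 20ºC replicate 2). In the interaction: major sperm protein family −1.80 to −1.2, sperm-named classes −0.98 to −0.62, oocyte genes 0.68 (without wild-type 20ºC replicate 1) to 1.49 and collagens 0.11 (without wild-type 20ºC replicate 1) to 0.24. With the mutation at 25ºC the sperm-named classes ranged from −1.86 to −1.28. Over the alternatives that keep all libraries, values of single genes, some of them given above, became stronger 14 times and weaker 9 times, and 28 fits without 1 library moved a gene by more than its replicate spread while 244 did not. With 2 libraries per group, 1 library carries 0.5 of its group mean, and this limits the medians of the sets named here.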

Differences from the paper's values

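The paper gives 425 genes up-regulated exclusively in *mut-16* mutants at 25ºC, and 209 were found here. Among the alternatives set before the data were examined, fits of only the 2 groups compared (302 genes) and calls by adjusted p alone (291 genes) came within 1.5 times of the paper's number, and the others did not. Some alternatives chosen after seeing the values came closer. With only genes called lower in the other comparisons omitted, the list held 418 genes with DESeq2 on 4 libraries. It held 431 with DESeq2's default filtering as well and 512 with edgeR. Omitting genes called in the same direction instead gave 217, 231 and 280 genes in the same order, none within 1.5 times. Default filtering alone gave 201.

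The paper gives 81 genes down-regulated exclusively in *mut-16* mutants at 25ºC, and 141 were found here. Of the alternatives set before the data were examined, DESeq2 on all libraries (104 genes), at least 10 counts in every library (101 genes) and DESeq2 on the 4 libraries compared (76 genes) came within 1.5 times, and the others did not. Of alternatives chosen after seeing the values, DESeq2 on 4 libraries gave 84 genes when genes called in the same direction were omitted. It gave 73 with default filtering and 81 with both. With edgeR and the same omission there were 148 genes, not within 1.5 times.

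Levels in RPM differ in scale. For *rpl-32* the paper's values are about 53000, about 52000, about 58000 and about 62000 in Fig. S4B, read by eye, for wild-type at 20ºC and 25ºC and *mut-16* at 20ºC and 25ºC, and here they were 1920, 2097, 1927 and 2209. For *csr-1* the paper's are about 2700, about 1400, about 2000 and about 1700 in Fig. S3E, read by eye, against 199.9, 131, 153 and 136. For *ergo-1* they are about 390, about 260, about 430 and about 530 in Fig. S3D, read by eye, against 55.6, 46.7, 56.8 and 64.9. The paper's value over the one found here ranged from 24.8 to 30.1 for *rpl-32*, from 10.7 to 13.5 for *csr-1* and from 5.57 to 8.16 for *ergo-1*, so no single factor converts the scale. None of the alternatives set before the data were examined closed these gaps.

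Relative to *rpl-32*, *alg-3* is at about 0.0015, about 0.0016, about 0.0006 and about 0.00015 in Fig. 4A of the paper, read by eye, in the same order of groups, against 0.0109, 0.0104, 0.00637 and 0.0027 here, and *alg-4* is at about 0.0026, about 0.0024, about 0.0009 and about 0.0003 in Fig. 4B of the paper, read by eye, against 0.0150, 0.0137, 0.00840 and 0.00371. The paper's values over those found here range from 0.0556 to 0.155 for *alg-3* and from 0.0809 to 0.175 for *alg-4*. The alternatives set before the data were examined give no other value for these ratios, since the one tried replaces the ratio by CPM, which is another scale.

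The paper states a significant reduction of *alg-4* upon heat stress in *mut-16* mutants, and its adjusted p was 0.051 and its unadjusted p 0.0064 here. The legend of Figure 3A gives a threshold on the p value without saying that it is adjusted, and on the unadjusted p the call is the same. The adjusted p was 0.027 with DESeq2, 0.037 with RLE scaling and 0.025 with only the 2 groups. It was 0.049 with the replicate block, 0.049 with total-count scaling and 0.0012 with no filter. With at least 10 counts in every library it was 0.0502. The paper also counts *swm-1* and *spe-29* among the spermiogenesis genes with significantly lower expression in heat-stressed *mut-16* mutants. Here *swm-1* had an adjusted p of 0.40. With no filter its adjusted p was 0.043, and with DESeq2 on the 4 libraries compared, an alternative chosen after seeing the values, its unadjusted p was 0.023. *spe-29* was below the filter, and its unadjusted p was 0.17 with DESeq2 on the 4 libraries.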

Other observations

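The tests in this part were chosen before their results were seen, apart from the comparison of the collagen values between the genotypes. For genes measured by qRT-PCR in the paper, the mRNA-seq log2 fold change upon heat stress in *mut-16* mutants was −0.08 for F57F4.1 (standard error 0.44, adjusted p 0.94), −0.78 for C15H11.1 (standard error 0.46, adjusted p 0.32), −0.30 for *clp-8* (standard error 0.50, adjusted p 0.77) and −0.18 for *faah-1* (standard error 0.15, adjusted p 0.48). The paper's qRT-PCR values for the same comparison are −1.88 for the gene it names F57F4.11 in its source data, −1.28 for C15H11.1, −2.09 for *clp-8* and −0.61 for *faah-1*, from 4 replicates each, and −1.35 for *alg-3* and −2.31 for *alg-4* from 3. The C15H11.1 value was −1.78 without *mut-16* 25ºC replicate 2 and −0.23 without *mut-16* 25ºC replicate 1. F57F4.1 and *faah-1* overlap other genes, and F57F4.1, C15H11.1 and *clp-8* have few counts.

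Over the 124 tested collagen genes, the log2 fold change upon heat stress in wild-type correlated with that in *mut-16* mutants with r = 0.853 (0.457 over all genes tested). Of them, 100 were higher in both genotypes and 57 were called higher in both. *col-19* rose by 2.72 in the mutant (adjusted p 7.5e-06) and was lower by 2.06 in the mutant than in wild-type at 20ºC (a log2 fold change of −2.06, adjusted p 2.0e-04). The exclusive up-regulated list held 9 collagens, against 1.85 expected (Fisher's exact test, adjusted p 0.0015 over 30 tests).

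The small heat shock set had a median of 0.91 upon heat stress in wild-type and −0.10 in *mut-16* mutants, and was higher in the mutant at 20ºC by 0.93 (adjusted p from camera 3.8e-04, 0.67 and 3.8e-04). The vitellogenin genes with *col-19* had a median of −0.41 upon heat stress in wild-type and −0.13 in the mutant. The ribosomal proteins had a median of 0.54 upon heat stress in wild-type and 0.20 in the mutant. The factors of Figure 3A as a set had a median of −0.18 upon heat stress in *mut-16* mutants (adjusted p 0.29).

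Of the genes of sex determination and P granules in the paper's discussion, *fem-3* was lower upon heat stress in wild-type (−1.02, standard error 0.34, adjusted p 0.045) and had a log2 fold change of 0.69 in *mut-16* mutants (adjusted p 0.19; interaction 1.71, adjusted p 0.066). *tra-2* had −0.10 in the mutant (adjusted p 0.83). Of *pgl-1*, *pgl-3*, *glh-1* and *glh-4*, 0 had an adjusted p of at most 0.05 in this comparison.

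Of the 141 exclusively down-regulated genes, 44 (31.2%) lie on chromosome IV and 7 (4.96%) on X, where all tested genes have 17.4% and 13.1%. The shares were not tested.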
